# WDR5, BRCA1, and BARD1 Co-regulate the DNA Damage Response and Modulate the Mesenchymal-to-Epithelial Transition during Early Reprogramming

**DOI:** 10.1016/j.stemcr.2019.02.006

**Published:** 2019-03-14

**Authors:** Georgina Peñalosa-Ruiz, Vicky Bousgouni, Jan P. Gerlach, Susan Waarlo, Joris V. van de Ven, Tim E. Veenstra, José C.R. Silva, Simon J. van Heeringen, Chris Bakal, Klaas W. Mulder, Gert Jan C. Veenstra

**Keywords:** reprogramming, iPSCs, mesenchymal-to-epithelial transition, DNA damage repair, functional interactions, chromatin factors, WDR5, BRCA1, BARD1

## Abstract

Differentiated cells are epigenetically stable, but can be reprogrammed to pluripotency by expression of the OSKM transcription factors. Despite significant effort, relatively little is known about the cellular requirements for reprogramming and how they affect the properties of induced pluripotent stem cells. We have performed high-content screening with small interfering RNAs targeting 300 chromatin-associated factors and extracted colony-level quantitative features. This revealed five morphological phenotypes in early reprogramming, including one displaying large round colonies exhibiting an early block of reprogramming. Using RNA sequencing, we identified transcriptional changes associated with these phenotypes. Furthermore, double knockdown epistasis experiments revealed that BRCA1, BARD1, and WDR5 functionally interact and are required for the DNA damage response. In addition, the mesenchymal-to-epithelial transition is affected in *Brca1*, *Bard1*, and *Wdr5* knockdowns. Our data provide a resource of chromatin-associated factors in early reprogramming and underline colony morphology as an important high-dimensional readout for reprogramming quality.

## Highlights

• High-content imaging screen of chromatin factors in reprogramming MEFs to iPSCs
• Colony level phenotypes followed up with secondary screen using RNA sequencing
• Wdr5 functionally interacts with Brca1 and Bard1 in early reprogramming processes
• WDR5, BRCA1, and BARD1 affect DNA repair and mesenchymal-to-epithelial transition

## Introduction

Somatic cells can be reprogrammed to pluripotency by artificial expression of four transcription factors: OCT4, SOX2, KLF4, and c-MYC (OSKM) (Takahashi and Yamanaka, 2006). With varying efficiency, induced pluripotent stem cells (iPSCs) can be derived from a wide variety of cell types and they can differentiate into all cell lineages. Thus, they represent a promising resource for tissue regeneration and disease modeling.

Reprogramming occurs in two transcriptional and epigenetic waves (Polo et al., 2012). During the first wave, cell proliferation increases, and cells must overcome senescence and apoptosis (Xu et al., 2016). Dramatic metabolic changes and fast proliferation trigger the DNA damage response (DDR) through activation of the p53 pathway, inducing apoptosis on cells carrying substantial DNA damage (Marion et al., 2009). In agreement, DDR and DNA replication complexes are highly induced (Hansson et al., 2012), and DDR proteins, such as BRCA1, are required for efficient reprogramming (Gonzalez et al., 2013, Hansson et al., 2012). Senescence is also a barrier for reprogramming (Utikal et al., 2009). Some aging hallmarks, such as eroded telomeres (Lapasset et al., 2011, Marion and Blasco, 2010) and senescence-associated epigenetic marks (Ocampo et al., 2016) need to be reset by OSKM for efficient reprogramming. At the transcriptional level, the somatic program is silenced concurrent with the acquisition of epithelial characteristics (Li et al., 2010, Samavarchi-Tehrani et al., 2010). Transcriptional changes during these stages are quite heterogeneous, whereas the pluripotency program is activated in a sequential and hierarchical manner (Buganim et al., 2012). Some of the early upregulated pluripotency genes include *SSEA1*, and the epithelial genes *Cdh1* and *Epcam*, and *Sall4*. At this point, reprogramming intermediates have only partially acquired the pluripotency program (Silva et al., 2008). Most of the cells will be trapped in such stages and only a small proportion will progress toward full pluripotency (Polo et al., 2012). Reactivation of *Sox2* (Buganim et al., 2012), *Nanog*, and *Esrrb* occurs during the second transcriptional and epigenetic wave and is also rate limiting to complete reprogramming (Apostolou and Stadtfeld, 2018).

During these transcriptional waves, chromatin dynamics involves the interplay of chromatin modifiers, transcriptional regulators and OSKM binding activities. Initially, OSK bind to open enhancers in mouse embryonic fibroblasts (MEFs) and consequently co-repressors, such as NCoR/SMRT are recruited to silence somatic genes (Zhuang et al., 2018). Also during early phases, H3K4me2 is rapidly deposited at some pluripotency-associated loci (Xu et al., 2016). Accordingly, SET-MLL methyltransferase complexes, including their core component WDR5, have been shown to be crucial to facilitate reprogramming through H3K4me2/me3 deposition at pluripotency-associated regulatory regions (Ang et al., 2011, Wang et al., 2016). Other stem cell regulators reside within H3K9me3 heterochromatic domains (Apostolou and Stadtfeld, 2018). In concordance, activities of H3K9 methyl transferases EHMT1/2, SUV39H1/2, and SETDB1 constitute roadblocks of reprogramming (Soufi et al., 2012, Sridharan et al., 2013), whereas H3K9 demethylases such as KDM3A/B and KDM4C are facilitators (Chen et al., 2013). These and many other key chromatin regulators have been identified by RNAi (Cacchiarelli et al., 2015, Qin et al., 2014, Xu et al., 2016).

Despite the progress that has been made in characterizing the molecular changes during reprogramming, it is not fully understood how these dynamic changes are orchestrated. We have used high-content screening to assess the role of ∼300 chromatin-associated proteins in colony phenotypes during early reprogramming. The combination of small interfering RNA (siRNA) screening with high-content microscopy allows simultaneous measurement of multiple morphological phenotypes and can reveal new associations among pathways (Fischer et al., 2015, Sero and Bakal, 2017). A similar approach has previously been used to define new gene networks involved in the final phase of iPSC formation (Golipour et al., 2012). We measured more than 20 colony features, including number of colonies, expression of early pluripotency markers, and other morphological and texture features, after individual knockdown of 300 chromatin modifiers. Selected hits from the primary screening were subjected to a transcriptome-based secondary screen. We identify several chromatin-associated genes that act together in the DDR and the mesenchymal-to-epithelial transition (MET) during early reprogramming.

## Results

### High-Throughput Analysis of the Early Phase of Reprogramming

Reprogramming is associated with major changes in cell morphology, in part due to the MET (Li et al., 2010). Thus, we asked whether chromatin-mediated changes would affect reprogramming efficiency, colony morphology, and expression of early pluripotency markers. Moreover, we wondered how chromatin-associated factors might work together, as revealed by their similarities in a high-dimensional phenotypic space upon knockdown (Mulder et al., 2012, Wang et al., 2012). To define a set of relevant chromatin-associated factors for an siRNA screen (Figure 1A), we used expression data (Chantzoura et al., 2015) to select genes with robust expression in MEFs or at least 4-fold upregulated expression in reprogramming cells. The custom siRNA library comprised siRNAs targeting 300 chromatin-associated factors. For each target, three independent siRNAs were pooled for transfections (Table S1).

**Figure 1:**
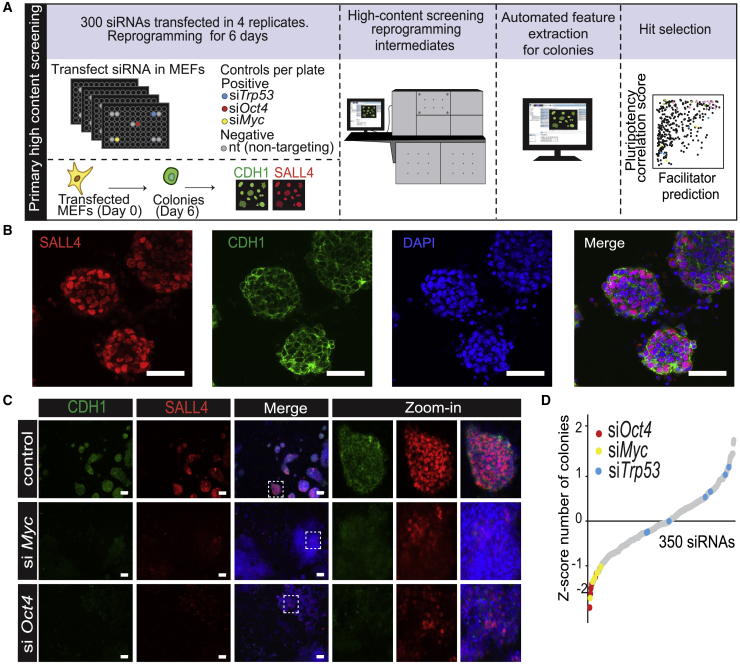
High-Throughput Analysis of the Early Phase of Reprogramming (A) Experimental design of high-content imaging siRNA screen. (B) Representative image showing an immunofluorescence of reprogramming intermediates at day 6 stained for pluripotency markers CDH1 and SALL4 with DAPI counterstain. Scale bars, 50 μm. (C) Comparison of colony phenotypes of control, si*Myc* and si*Oct4* cells at reprogramming day 6, stained for SALL4 and CDH1. Scale bars, 100 μm (images on the right, 4× zoom-in of inset). (D) siRNAs in the whole screen ranked from low to high *Z* scores, based on the number of colonies. Positive controls are highlighted in colors. Each siRNA represents the average *Z* score from four replicates (independent transfections in the same experiment). There are 350 siRNAs because controls are included in the rank. See also Figure S1 and Table S1. siRNA Library, Related to Figures 1 and 2, Table S2. Screening Complete Dataset, Related to Figure 2, Table S3. Screening Selected Features, Related to Figure 2.

We were specifically interested in the early phase of reprogramming, as chromatin is known to confer epigenetic stability to somatic cells. To test the function of chromatin-associated genes in early reprogramming, we used a relatively fast reprogramming system (Esteban et al., 2010, Vidal et al., 2014) in which colonies can be detected after 6 days of reprogramming (Figures 1B and S1A). Day 6 colonies show round, symmetric morphologies and robust expression of early markers CDH1, SSEA1, and SALL4, with gene expression of *Nanog* and *Esrrb* appearing later (Figures S1B–S1D). The specific staining of CDH1 and SALL4, respectively, at the cell surface and in the nucleus, strongly increased between days 3 and 6 (Figures 1B and S1), representing a suitable readout for the early phase of reprogramming.

The expression of genes was knocked down using siRNAs in MEFs infected with an inducible OSKM cassette lentivirus. Reprogramming was induced with doxycycline (dox) for 6 days (Figure S1A). The siRNA library consisted of six 96-well plates, with each plate containing seven non-targeting (nt) siRNA negative controls and three positive controls (siRNAs targeting *Trp53*, *Oct4*, and *c-Myc*). The screen was performed in quadruplicate. After 6 days of reprogramming, samples were fixed, stained for CDH1 and SALL4, and imaged using an automated high-content microscope. This allowed quantitation of morphology features such as colony size, symmetry and shape, and marker intensities, but also texture features. After data processing and colony feature extraction, the data were *Z* score normalized per plate (Bakal et al., 2007) and subjected to further analysis (Figure 1A).

To test the system, we disrupted reprogramming by knocking down OSKM factors *Oct4* (si*Oct4*) and *c-Myc* (si*Myc*). We also knocked down *Trp53* (si*Trp53*), which is expected to enhance reprogramming (Marion et al., 2009). si*Oct4* and si*Myc* colonies are flat and irregularly shaped, and show less intense SALL4 and CDH1 staining compared with the control (Figure 1C). As expected, the number of colonies observed in si*Oct4* and si*Myc* in our *Z* score-ranked data was low (Figure 1D). The si*Trp53* control showed a variable but positive effect on the number of colonies. These data confirm that colony morphology and early marker expression can be used as a readout for a disruption in the early reprogramming network. The screening focuses on early reprogramming events, and therefore it is unlikely to capture factors required later to attain full pluripotency.

### High-Content Microscopy Reveals Five Major Phenotypes of Colony Formation

The high-content analysis allowed us to measure a number of colony features (Table S2). This constitutes a multi-dimensional phenotypic space for analysis across many conditions or perturbations (Boutros et al., 2015), and for the identification of functionally connected genes and processes (Mulder et al., 2012, Wang et al., 2012).

We first defined the set of most discriminating features based on feature-to-feature pairwise correlations (Supplemental Information; Table S3). Using hierarchical (Figure S2) and K-means clustering (Figure 2A) we observed five main clusters that display different levels of pluripotency markers, number of colonies, symmetry features (ratio width to length, roundness), symmetry, threshold compactness, axial and radial (STAR) morphology features, and textural features (SER, Haralick, Gabor). Some textural features capture the distribution of intensity patterns across the image. These phenotypes can be associated to structural changes in subcellular components (membranes, nucleoli, and chromatin). Other features or filters can detect how densely packed cells or cellular structures are (STAR features, see Supplemental Experimental Procedures). Although not all features have an intuitive biological interpretation, they are useful to discriminate cellular phenotypes and patterns not easily noted by the human eye in an unbiased manner (Boutros et al., 2015).

**Figure 2:**
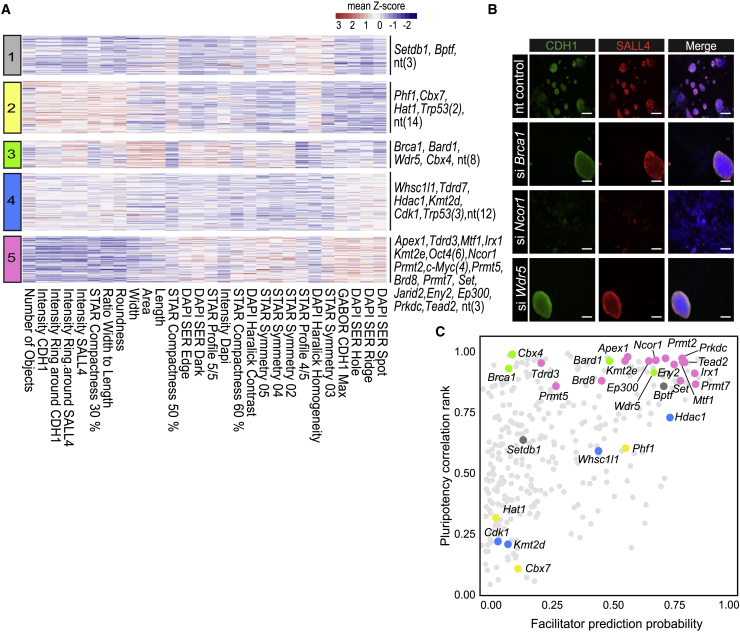
High-Content Microscopy Screen Reveals Five Major Phenotypes of Colony Formation (A) An average *Z* score for selected high-content features was calculated from quadruplicate samples (independent siRNA transfections from same experiment) and represented in a heatmap. Features are clustered by Euclidean distance and rows are clustered by K-means. Cluster number (left) and hits of the screen and the controls (right, number in brackets) are indicated. (B) Examples of knockdowns showing different phenotypes. Scale bars, 200 μm. (C) Pluripotency-associated hits were selected based on a combination of a probability prediction by machine learning based on known reprogramming facilitators (x), and a correlation analysis with the positive and negative controls (y). Selected top-hits are colored according to the cluster number (A; cf. Tables S3 and S4, Figure S2). Each data-point represents average of four replicates (A).

Cluster 1 knockdowns have few colonies, in addition to lower intensities for SALL4 and CDH1 compared with clusters 2–4, suggesting a potential defect in reprogramming. Cluster 1 also shows lower scores for nuclear texture features (DAPI SER), suggesting structural changes in nuclei. More than half of the nt controls are found in cluster 2, which shows a high number of small, round, and compact colonies, and a robust expression of CDH1 and SALL4 (Figures 2A and 2B). Cluster 3 displays fewer, large colonies (high width, area, length scores), impaired compactness (STAR compactness), and detectable SALL4 and CDH1 expression (Figure 2A, cf. *Brca1* and *Wdr5*, Figure 2B). For cluster 4, no dramatic changes are observed compared with cluster 2, except for some DAPI SER texture features that score lower in cluster 2. Clusters 2 and 4 can be considered normal reprogramming, since they include most nt controls. However, they could still contain some enhancer factors, since si*Trp53* also resides there. Cluster 5 is characterized by substantially lower SALL4 and CDH1 staining intensities and a low number of irregularly shaped, less round (ratio with-to-length), and less compact colonies (cf. *Ncor1*, Figure 2B). Phenotypes of cluster 5 suggest a severe reprogramming impairment, as confirmed by the presence of si*Myc* and si*Oct4* controls in that cluster.

Positive controls present in our screening (*Trp53*, *Myc*, and *Oct4*) are key for reprogramming. We reasoned that knockdown (high content) phenotypes similar to those of controls could potentially indicate a role in reprogramming progression. Therefore, we individually correlated each of the knockdowns to the positive controls (*Trp53*, *Myc*, and *Oct4*) based on all high-content features shown in Figure 2A using Pearson correlation (Table S4). Correlation scores of each knockdown to the positive controls were combined into a single ranking score for each knockdown (Figure 2C, y axis; cf. Experimental Procedures, Table S4). From this approach, we selected the 20 top-ranking knockdowns (Figure 2C).

In addition, the high-content phenotypes associated with known reprogramming facilitators (Table S4) present in our library (e.g., *Tet2*, *Jarid2*, and *Setdb1*), were used to train two independent machine-learning algorithms. Based on the high-content phenotypes of these facilitators, the algorithms classify the rest of the knockdowns, assigning them a score. Such a score indicates how well each knockdown is predicted to facilitate reprogramming (Figure 2C, x axis; cf. Supplemental Information; Table S4). We selected candidates from among the top-score predictions, but also some lower ranking siRNAs, because they may represent roadblocks rather than facilitators of reprogramming (Figure 2C and Table S4). In total, 30 siRNAs were selected for an orthogonal transcriptome screen.

### A Transcriptome-Based Secondary Screening Uncovers Highly Correlated Phenotypes

We hypothesized that the phenotypes observed by microscopy might be reflected in their transcriptomes. Cells were transfected with siRNAs in triplicate, and day 6 RNA samples were subjected to CEL-Seq2-based RNA sequencing (Hashimshony et al., 2016). In addition to the 30 knockdowns, we also sequenced a day-by-day reprogramming time course of control cells (Figure 3A).

**Figure 3:**
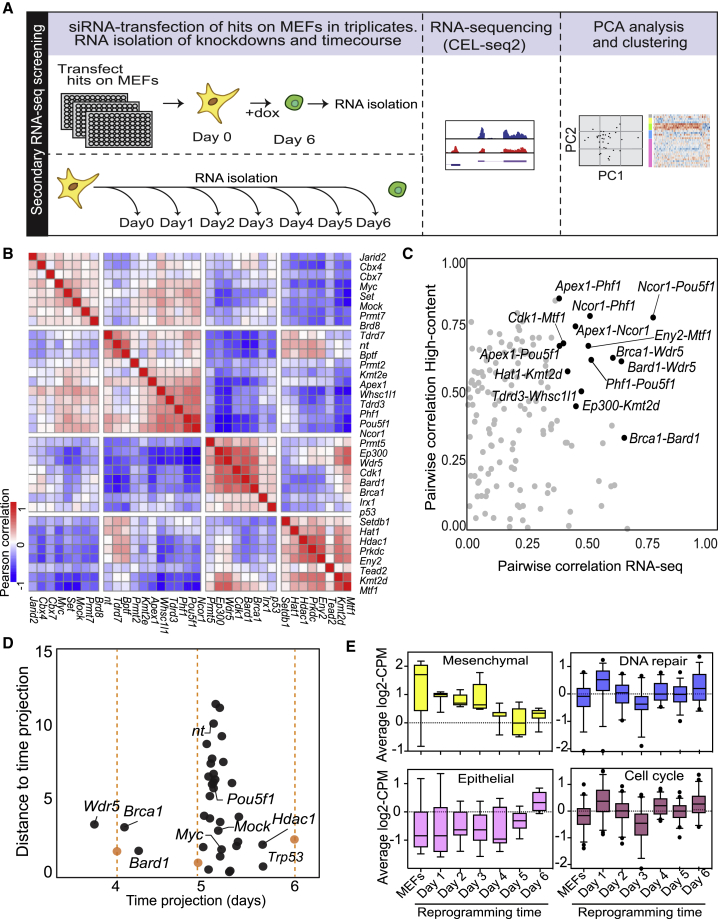
Transcriptome-Based Secondary Screening and Time Course Expression Analysis (A) Overview of experimental design. Selected hits (30) and controls were transfected in triplicate and cultured until reprogramming day 6. The transcriptomes were analyzed together with a time series of control cells. (B) siRNA-to-siRNA Pearson correlation heatmaps based on transcriptomes. (C) Scatterplot representing pairwise siRNA correlations of gene expression values (x axis) and high-content imaging features (y axis). siRNA pairs with highest correlations in both approaches are highlighted. (D) Progression of reprogramming in knockdown cells (black) compared with cells of the time course (orange), based on PCA analysis of the transcriptomes and the projection of all data points on a curve fitted to the time course. (E) Boxplots representing log transformed and normalized gene expression values from the CELSeq2 time course dataset show expression of different groups of genes (Experimental Procedures, Table S5, Figures S3 and S4). The box represents the interquartile range and the line is the median. (B)–(E) Averages of three independent RNA sequencing replicates.

We performed principal-component analysis (PCA) to visualize transcriptome similarity based on the top 200 most variable transcripts across all samples (Figure S4A). Using these most variable transcripts, knockdown samples were clustered based on pairwise Pearson correlations (knockdown-to-knockdown; Figure 3B). This revealed groups of knockdowns with highly correlated transcriptomes, as noted in the intense red squares (Figure 3B). To analyze how the high-content phenotypes relate to the transcriptomes, we also calculated pairwise correlations of the same 30 siRNAs based on all high-content features (Figure 3C). This identified knockdown pairs that correlated in both their colony phenotype and their transcriptome (Figure 3C, highlighted in black). The strongest correlations were observed between the *Ncor1*-*Oct4* pair and a triplet consisting of *Wdr5*, *Brca1*, and *Bard1*. siRNAs with similar phenotypes (transcriptome and colony morphology) may reveal functional interactions. Indeed, NCoR1 has been shown to interact physically with OCT4 and MYC (Zhuang et al., 2018). However, the functional relationships between *Brca1*, *Bard1*, and *Wdr5* were unknown, therefore we decided to follow up on the effects of these siRNAs.

We performed siRNA deconvolution experiments measuring the number of SALL4-positive colonies of three independent siRNAs for *Wdr5*, *Brca1*, and *Bard1* to exclude off-target effects. This analysis resulted in phenotypes similar to the pooled siRNAs in at least two out of three siRNA sequences with the same target (Figure S3). In addition, high knockdown efficiencies of the *Brca1*, *Bard1,* and *Wdr5* mRNA targets were verified at day 3 of reprogramming (Figure S3). As reprogramming is a dynamic process, we wondered how cells progress toward the iPSC state in each of the knockdown conditions. Notably, in the PCA analysis, principal component 2 (PC2) correlates strongly with time (r^2^ = 0.81; Figures S4A and S4B). To model the reprogramming progression in each knockdown, we fitted a polynomial function to the time course data, and projected all other data on this fitted time line by shortest distance (Figures 3D and S4C; Experimental Procedures). The distance to the time line reflects transcriptome changes that are unrelated to progression of reprogramming. Such effects are to be expected as the siRNA library consisted of epigenetic and transcriptional regulators that may also affect processes not directly related to reprogramming. Most siRNA knockdowns, including the nt and mock transfected controls, have a transcriptome that is similar to control cells between day 5 and 6 of reprogramming, indicating a mild non-specific effect of transfection. Silencing *p53* and *Hdac1* modestly speeds up reprogramming relative to nt controls (Figure 3D). *Wdr5*, *Brca1*, and *Bard1*, show a strong delay in reprogramming with a short distance to the time projection of control cells, suggesting that most expression differences in these siRNA cells are due to the delay in reprogramming. si*Wdr5* cells were comparable with normal cells between day 3 and 4, while si*Bard1* and si*Brca1* cells were between day 4 and 5 (Figure 3D).

Next, we analyzed the gene expression changes associated with the colony morphologies of our high-content screen. For this, we identified the differentially expressed genes for each of the five morphological clusters (Figure 2A) using the secondary screen mRNA expression data. This highlighted a strong deregulated transcription program specific for morphological cluster 3 (containing *Wdr5*, *Brca1*, and *Bard1*) that was enriched for genes involved in cell-cell adhesion (Figure S4D; Table S5). Besides cell adhesion genes, this transcription program also contained *Zeb1* and *Twist2*, two regulators of mesenchymal cell fate. Indeed, genes in cluster 3 showed deregulation of mesenchymal and epithelial gene expression compared with the other clusters (Figure S4E; Table S5).

We then analyzed our time series data to relate the early block observed with si*Wdr5*, si*Brca1*, and si*Bard1* to the dynamics of genes involved in the MET, DNA repair, and cell-cycle regulation (Table S5). The block of reprogramming is observed around day 4 (Figure 3D), coinciding with the time of a major decrease of mesenchymal gene expression and preceding the activation of epithelial markers (Figure 3E). For DNA repair and cell-cycle genes there is an early wave of increased expression followed by downregulation, whereas a set of randomly selected genes are stably expressed over the time course of reprogramming (Figure S4F). This raised the possibility that WDR5, BRCA1, and BARD1 affect the repression of mesenchymal gene expression during early reprogramming. Moreover, based on the phenotypic and molecular co-correlation data we hypothesized that *Wdr5*, *Brca1*, and *Bard1* cooperate to control early stages of reprogramming.

### BRCA1, BARD1, and WDR5 Functionally Interact during Early Reprogramming

We asked whether *Wdr5*, *Bard1*, and *Brca1* genes have similar expression dynamics during early reprogramming. Interestingly, the three genes follow a similar qRT-PCR profile, peaking in expression at day 3, and then slowly going down (Figure 4A). To test the possibility of a functional interaction between these genes, the effect of double knockdowns was measured and compared with the effect of the single knockdowns regarding the number of colonies formed. In these experiments, the total amount of siRNA was kept the same (Experimental Procedures), preventing siRNA overloading and making sure that transfection conditions were comparable. All three single knockdowns displayed a significant reduction in number of SALL4-positive colonies compared with the nt control (Figure 4B). *Brca1-Bard1* double knockdown showed significantly more colonies than expected if the siRNAs were to have independent effects on the relative number of colonies (Figure 4C, left). This result was anticipated, as BRCA1-BARD1 are well-known physical interactors (Wu et al., 1996). Similarly, for both the *Wdr5-Brca1* and the *Wdr5-Bard1* double knockdowns, we also observed more colonies than expected, and this result was statistically significant for *Wdr5-Brca1* (Figure 4C). These results implicate the three genes in the same functional pathway. To test whether WDR5 is directly activating *Brca1* and *Bard1* gene expression, we determined the *Brca1* and *Bard1* expression levels after *Wdr5* knockdown (Figure 4D). Indeed, we found that this is the case at day 3, but also found that, in response to either *Bard1* or *Brca1* depletion, *Wdr5* expression was decreased. 

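The values of Fig. 4D come from bulk RNA sequencing of nt control, siWdr5, siBrca1 and siBard1 cells, with 2 libraries per condition and day from independent experiments. At day 3, *Wdr5* stood at 131 ± 0.901 CPM (mean ± SD, n = 2) in the nt control, 52.96 ± 3.28 CPM in siWdr5, 71.6 ± 3.77 CPM in siBrca1 and 94.3 ± 3.29 CPM in siBard1. *Brca1* stood at 80.2 ± 3.11, 44.5 ± 5.62, 28.4 ± 12.8 and 61.9 ± 5.91 CPM in the same order, and *Bard1* at 29.8 ± 1.01, 14.6 ± 1.03, 11.8 ± 3.80 and 19.4 ± 1.98 CPM. Each siRNA lowered its own transcript: the log2-fold change relative to the nt control was −1.31 for *Wdr5* in siWdr5 (limma, adjusted p = 3.02e-06 over 14028 genes), −1.57 for *Brca1* in siBrca1 (adjusted p = 7.90e-05) and −0.62 for *Bard1* in siBard1 (adjusted p = 0.0422). Relative to the nt control, 40.4% of *Wdr5*, 33.6% of *Brca1* and 65.1% of *Bard1* remained in their own knockdowns. The knockdown by siBrca1 was uneven, with 506 *Brca1* reads in replicate 1 and 274 in replicate 2. In siWdr5, *Brca1* changed by −0.86 (SE 0.22, adjusted p = 0.00796, range over the alternatives 1.49e-06 to 0.0635) and *Bard1* by −1.03 (SE 0.19, adjusted p = 0.00108). This placed them at percentiles 14 and 8 of the 100 cell cycle genes nearest in expression. The *Bard1* 3′ UTR holds 1 match to a seed of the listed siWdr5 siRNAs and 1 to a seed of the siBrca1 siRNAs. *Wdr5* changed by −0.87 in siBrca1 (SE 0.10, adjusted p = 2.48e-05) and by −0.48 in siBard1 (adjusted p = 0.00900), at percentile 3 of the 100 genes nearest in expression in both. Its 3′ UTR holds 1 match to a seed of the siBrca1 siRNAs. The remaining pairs were *Bard1* in siBrca1 at −1.38 (adjusted p = 7.26e-05) and *Brca1* in siBard1 at −0.38, which did not pass the threshold (adjusted p = 0.258, and 0.106 over the 9 pairs of knockdown and gene). For *Wdr5* in siWdr5 the alternative that moved the change most was centring each library on its median gene (−1.24), and this centring also took *Bard1* in siBard1 over the threshold, to an adjusted p of 0.0523. Over all alternatives of the gene calls this p ranged from 0.00320 to 0.130, and it did not pass with no filter, all 16 libraries or no trend either. Over the same alternatives *Wdr5* in siBard1 ranged from 0.00272 to 0.0582. *Brca1* in siBard1 passed it only when the model held just the 4 libraries of siBard1 and nt control (adjusted p = 0.0168, range over the alternatives 0.0168 to 0.420). In the main fit its standard error is shared by all knockdowns and takes in the uneven siBrca1 replicates. At day 6 the transcripts were back near the nt control: *Wdr5* in siWdr5 changed by −0.27 (adjusted p = 0.189), and the 8 other pairs lay between −0.11 and 0.14. The day 6 change minus the day 3 change was 1.04 for *Wdr5* in siWdr5 (interaction, adjusted p = 0.0125, range over the alternatives 0.0122 to 0.0501), 1.58 for *Brca1* in siBrca1 (adjusted p = 0.00390) and 0.72 for *Bard1* in siBard1 (adjusted p = 0.188).

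**Figure D1:**
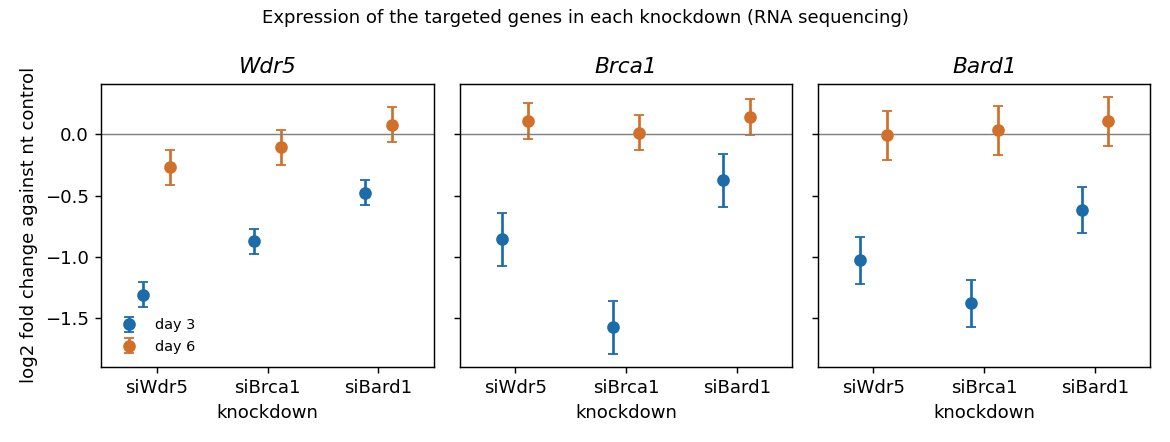
Log2-fold change of *Wdr5*, *Brca1* and *Bard1* relative to the nt control in each knockdown at day 3 and day 6. Points are limma estimates from 2 libraries per group and bars are their standard errors.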

Taken together, *Brca1*, *Bard1*, and *Wdr5* are co-expressed, mutually depend on each other, and interact functionally in reprogramming.

**Figure 4:**
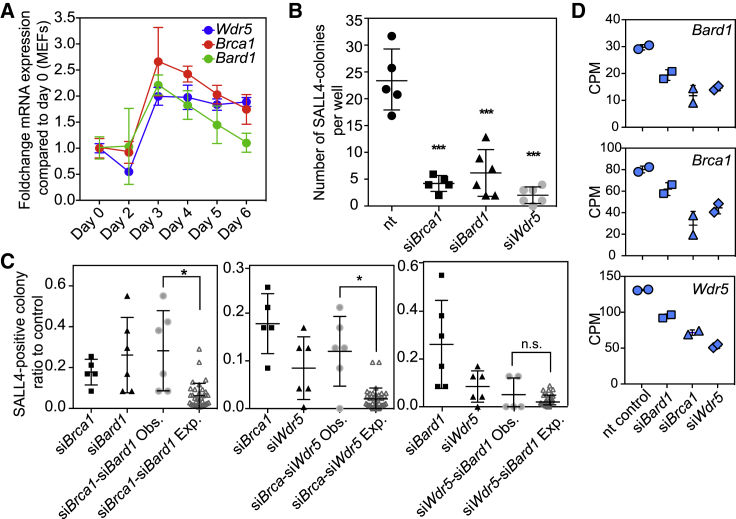
BRCA1, BARD1, and WDR5 Functionally Interact in Early Reprogramming (A) Gene expression of *Brca1*, *Bard1*, and *Wdr5* measured by qRT-PCR. Fold change was calculated relative to MEFs (day 0) gene expression. Each data point represents the mean value ± SD of a duplicate from the same experiment. (B) Dot plot showing the number of SALL4-positive colonies measured by in-cell western in control and *Brca1*, *Bard1*, and *Wdr5* knockdowns at day 6. Replicates are independent transfections from the same experiment. Statistical significance determined by one-way ANOVA (^∗∗∗^p < 0.0005). (C) SALL4-colony ratios of the single and double knockdowns compared with the non-targeting (nt) control, measured by in-cell western at day 6. Functional interaction is determined by comparing the mean difference in double knockdown colony ratios: observed (Obs.) versus expected (Exp.). Replicates are independent transfections of an experiment performed at least twice. Statistical significance (^∗^p < 0.05) was calculated with two-tailed t-test. (D) Dot plots to show *Wdr5*, *Brca1*, or *Bard1* gene expression as counts per million (CPM) reads in si*Bard1*, si*Brca1*, si*Wdr5*, and nt control. (B)–(D) Each dot or data point represents a replicate and the lines represent mean ± SD.

### WDR5, BARD1, and BRCA1 Are Functionally Connected in the DDR Pathway

BRCA1 and BARD1 have a known function in double-strand break DNA repair. If BRCA1 and BARD1 functionally interact with WDR5, the prediction is that that all three knockdowns show an increase in DNA damage. The phosphorylated form of the histone variant H2A.X (γH2A.X) represents a reliable biomarker for DNA damage as it is an immediate response to the presence of double-strand breaks (Sharma et al., 2012). Therefore, we employed fluorescence-activated cell sorting (FACS) analysis to measure γH2A.X after knockdown (Figures 5A and 5B). Reprogramming cells (nt control) showed a significant decrease in DDR compared with non-reprogramming MEFs, in agreement with literature showing that reprogramming resolves DNA damage in somatic cells (Ocampo et al., 2016). Importantly, *Wdr5* knockdown showed a significantly increased level of γH2A.X compared with the control (Figure 5A). Nearly 90% of the cells harbor γH2A.X in *Wdr5*-depleted cells (Figure 5B, bottom panel). As expected, si*Brca1* and si*Bard1* also showed a high percentage of γH2A.X-positive cells (Figures 5A and 5B). We also visualized γH2A.X by immunofluorescence. At day 3 of reprogramming, knockdown cells and controls were stained for OCT4 and γH2A.X (Figure 5C). In agreement with the results from the FACS analysis, nt control transfected (OCT4-positive) reprogramming cells showed strongly reduced focal γH2A.X staining compared with the MEFs. In contrast, depletion of *Brca1*, *Bard1*, or *Wdr5* resulted in OCT4-positive, γH2A.X-positive cells (Figure 5C). These results confirm the association of *Wdr5*, *Brca1*, and *Bard1* with the DDR during reprogramming.

**Figure 5:**
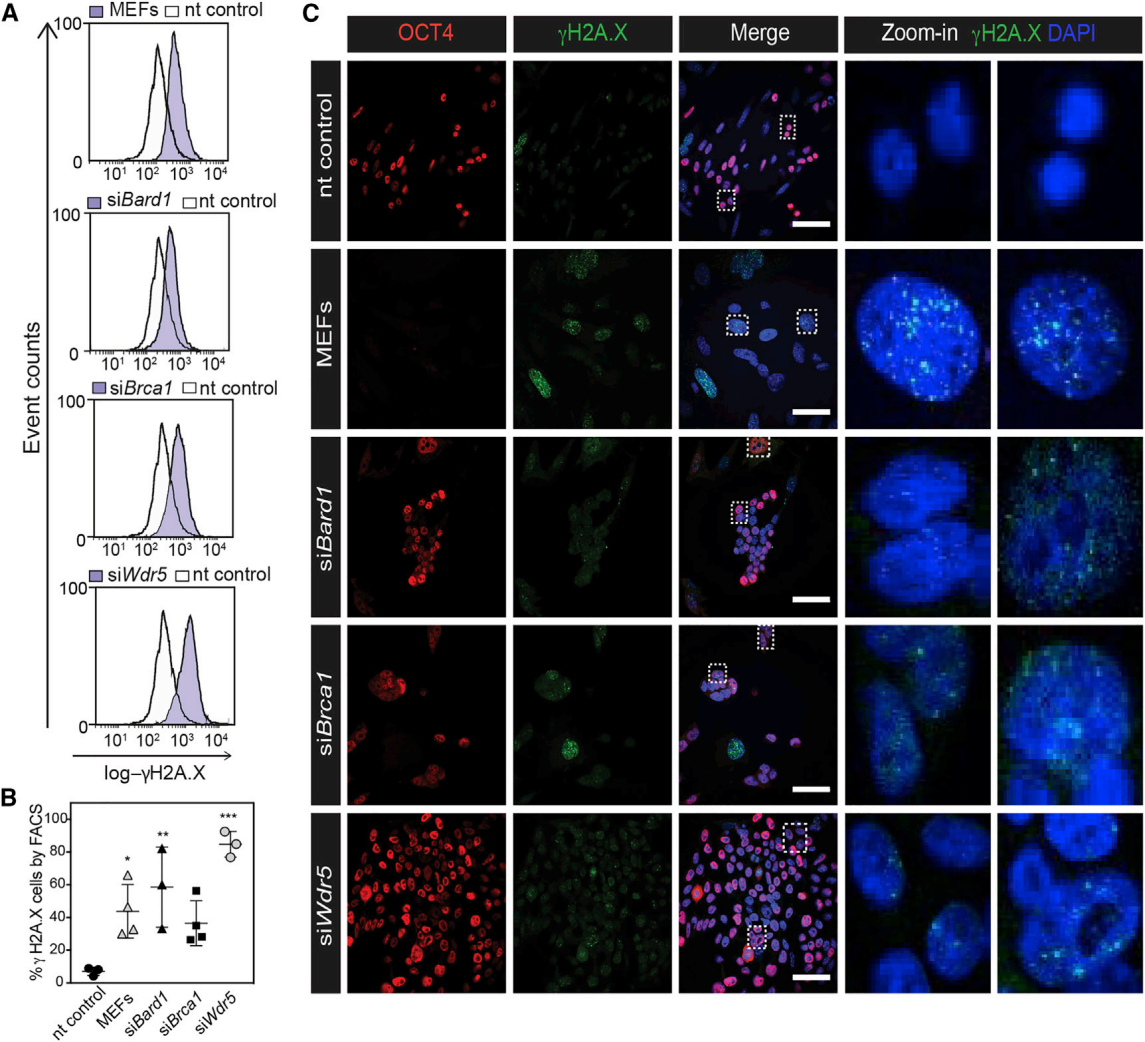
WDR5, BARD1, and BRCA1 Are Functionally Connected in the DNA Damage Response Pathway (A) Representative FACS histograms showing the cell distribution with log-intensity of γH2A.X in reprogramming populations measured in different conditions (white, nt; purple, siRNA). Each sample was measured in at least three independent experiments. (B) Dot plot representing the quantification of γH2AX-positive cells in each condition. Data points correspond to biological replicates from independent experiments. Statistical significance was determined by one-way ANOVA (^∗^p < 0.05, ^∗∗^p < 0.005, ^∗∗∗^p < 0.0005). (C) Confocal images of reprogramming cells at day 3, stained for γH2A.X (green) OCT4 (red), and DNA (DAPI, blue). Scale bars, 100 μm (left-middle). Zoom-in (right): magnification from inset, showing characteristic γH2A.X foci in all samples except nt control.

### WDR5, BRCA1, and BARD1 Affect MET and DNA Repair Gene Expression

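The bulk RNA sequencing covers mouse embryonic fibroblasts that received nt control, siWdr5, siBrca1 or siBard1 and were collected on days 3 and 6 of OSKM induction, giving 8 groups of 2 libraries. Expression is given as log2 CPM for 18990 genes in each of the 16 libraries. The values step in whole reads, from which the size of each library was recovered: 11169738 to 26832534 reads, so that 3 reads correspond to 0.115 to 0.260 CPM before the small prior count is added. The day 3 libraries held 14198918 to 17393793 reads, and at day 6 both nt control libraries (11248043 and 11700453 reads) were smaller than both siWdr5 libraries (14102198 and 26832534 reads). The first principal component held 56.9% of the variance and separated the days. Genes with a mean log2 CPM of at least 0 were kept for testing, and the 8 libraries of a day were fitted together with 1 mean per group. Reads of the introduced *Pou5f1*, *Sox2*, *Klf4* and *Myc* and of the endogenous genes are counted together in these values.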

To gain more insight into the *Wdr5*, *Brca1*, and *Bard1* phenotypes and their link to MET (Figures 3E and S4C), we performed deep RNA sequencing at day 3 and day 6 of reprogramming. 

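At adjusted p < 0.05 and an absolute log2-fold change above 1, the *Wdr5* knockdown changed 989 genes at day 3 (575 higher and 414 lower than in the nt control), the *Brca1* knockdown 1878 (999 higher, 879 lower) and the *Bard1* knockdown 314 (222 higher, 92 lower). The choice that moved these counts most was the fold change threshold: at adjusted p < 0.05 alone they were 4913, 6620 and 2039. Replicates of different groups share numbers, and with the replicate number as a block the counts were 1011, 1900 and 343. The difference between replicates 1 and 2 of one group was nearly unrelated to that of another (r across genes from −0.09 to 0.07 at day 3, where genes are not independent replicates). siWdr5 and siBrca1 shared 590 of their genes, 581 of them changed in the same direction, and 192 genes were found in each of the knockdowns, 145 of them higher and 47 lower in all. Among genes that moved the same way in both pairs of same-numbered libraries, the largest rises in siWdr5 were those of *Selp* (log2-fold change 3.66, adjusted p = 2.97e-06), *Ccl8*, *Ppbp*, *Apob* and *Angpt4*, those in siBrca1 *Aldh1a7* (3.15, adjusted p = 4.17e-06), *Ctgf*, *Acta1*, *Siglecg* and *Plin1*, and those in siBard1 *Rny3* (2.97, adjusted p = 0.00146, range over the alternatives 0.000174 to 0.0580), *Ppp2r2c*, *Ifit1*, *Rny1* and *Acta1*. The largest falls in siWdr5 and siBard1 were those of *CT010467.1*, *Mir6236*, *Gm24187*, *Gm15564* and *mt-Rnr1*, and those in siBrca1 *mt-Rnr1*, *Gm15564*, *Lrfn5*, *Gm10522* and *mt-Rnr2*. *CT010467.1* did not pass in each setting, with adjusted p over the alternatives from 0.00171 to 0.122 in siWdr5 and from 0.000326 to 0.121 in siBard1. Part of these falls concerns ribosomal RNA, whose share of the reads differed between the 16 libraries from 0.00131% to 0.343%.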

We called differentially expressed genes and found 753, 1,555, and 205 genes deregulated in, respectively, *Wdr5*, *Brca1*, and *Bard1* knockdown cells following 3 days of OSKM induction (Figure 6A). *Wdr5*-, *Brca1*-, and *Bard1*-depleted cells showed reduced expression of early pluripotency genes such as *Sall4*, and epithelial genes *Cdh1* and *Epcam* (Figure 6A).

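*Sall4* averaged 7.62 ± 1.07 CPM in the nt control at day 3 (mean ± SD, n = 2), 1.41 ± 0.305 in siWdr5 (24 and 16 reads), 2.99 ± 0.350 in siBrca1 and 3.31 ± 0.667 in siBard1. Its log2-fold change was −2.44 in siWdr5 (SE 0.26, adjusted p = 2.14e-05), −1.35 in siBrca1 (adjusted p = 8.35e-04) and −1.21 in siBard1 (adjusted p = 0.00900). In *Sall4*, 526 of the 5536 exon bases are shared with *Gm14261* on the opposite strand, so that reads of the other gene cannot be excluded. *Cdh1* fell from 35.4 ± 8.56 CPM to 12.7 ± 0.119 in siWdr5 and 13.0 ± 4.20 in siBrca1, a log2-fold change of −1.46 in both (adjusted p = 0.000150 and 8.26e-05). *Epcam*, at 8.49 ± 3.67 CPM in the nt control, reached 2.12 ± 0.0906 in siWdr5 (log2-fold change −1.93, adjusted p = 0.00118) and 3.19 ± 1.73 in siBrca1 (−1.46, adjusted p = 0.00429). In siBard1 the changes of *Cdh1* (25.7 ± 1.15 CPM, log2-fold change −0.44, adjusted p = 0.152) and *Epcam* (6.28 ± 1.42 CPM, −0.38, adjusted p = 0.498) did not pass the threshold. *Cdh1* in siBard1 did so only in a model of the 4 libraries of siBard1 and nt control (adjusted p = 0.0414, range over the alternatives 0.0414 to 0.278).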

**Figure 6:**
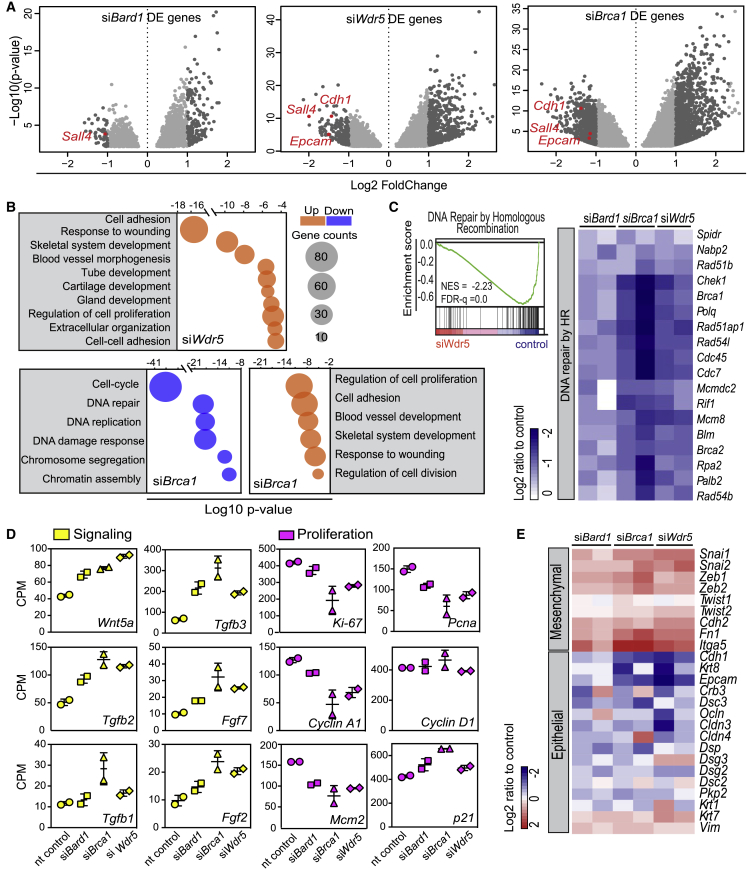
*Wdr5*, *Brca1*, and *Bard1* Depletion Affects Expression Profiles of MET and DNA Repair Genes (A) Volcano plots derived from two independent RNA sequencing replicates for si*Bard1* (left), si*Brca1* (middle), and si*Wdr5* differential gene expression at reprogramming day 3. Highlight: differentially expressed genes (log2-fold change ≥1, adjusted p < 0.05). (B) Bubble plot with enriched gene ontology terms (upregulated genes, orange; downregulated genes, blue) at day 3. Bubble sizes represent the number of genes. (C) Gene set enrichment analysis for DNA repair by homologous recombination (HR) comparing si*Wdr5* versus control transcriptomes (left). NES, normalized enrichment score; FDR, false discovery rate. Heatmap for si*Brca1*, si*Bard1*, and si*Wdr5* samples showing genes for DNA repair by HR (log2-ratio relative to control). (D) Gene expression (RNA sequencing CPM) of signaling genes (magenta) and cell proliferation markers (yellow) in control, si*Brca1*, si*Bard1*, and si*Wdr5* cells (each data point represents individual RNA sequencing replicates from independent experiments; bars, average ± SD). (E) Heatmap representing the log2-ratio of mesenchymal and epithelial gene expression of the three knockdowns relative to control. See Figure S5 and Table S6.

Differentially expressed genes in each knockdown were further probed for overrepresented gene ontology (GO) classes (Figure 6B; Table S6). 

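In siBrca1 at day 3, 359 of the 465 tested genes of the Reactome set Cell Cycle were lower than in the nt control, with a median log2-fold change of −0.42. Ranking all genes by log2-fold change gave this set a normalized enrichment score of −3.0004 (fgsea with gene-set permutation, adjusted p = 7.58e-49). Such permutation treats co-regulated genes as independent and leaves out the spread between replicates. Its p-values, here and below, therefore do not measure how well a change would recur in new libraries. For the Reactome set DNA Repair the score was −2.77 (adjusted p = 2.79e-16), with 105 of 132 genes lower and a median of −0.50, and 79 of its genes were lower and 7 higher at adjusted p < 0.05. None of 10000 random sets of similarly expressed genes had a median as low as either set, a comparison that likewise treats genes as independent. Leaving out the genes that also belong to Cell Cycle, the remaining 101 genes of DNA Repair had a median of −0.44. Cell Cycle Checkpoints scored −2.47 (adjusted p = 6.30e-11). The alternative that moved the scores most was ranking by the moderated t statistic with the replicate block, which gave −3.26 for Cell Cycle and −3.08 for DNA Repair.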

*Brca1* knockdown causes a reduction in gene expression related to the cell cycle, response to DNA damage, and DNA repair (Figure 6B). We asked whether the effects on the DDR (Figure 5) are reflected in the transcriptome of si*Wdr5* as well. To test this, DNA repair genes were probed in a gene set enrichment analysis (Mootha et al., 2003, Subramanian et al., 2005) comparing si*Wdr5* and control transcriptomes. Indeed, the negative normalized enrichment score indicated decreased expression of DNA repair genes in the si*Wdr5* compared with the control (Figure 6C, left). Furthermore, decreased expression of DNA repair genes in si*Wdr5* was similar to that of si*Brca1* and si*Bard*1, two well-known regulators of DDR (Figure 6C, right and Figure S5).

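For siWdr5 against nt control at day 3, the normalized enrichment score of the Reactome set DNA Repair was −2.41 (adjusted p = 1.17e-10). Of its 132 tested genes 107 were lower, the median log2-fold change was −0.38, and at adjusted p < 0.05 the set held 58 lower and 9 higher genes. The genes outside the Reactome set Cell Cycle had a median of −0.32. Homologous Recombination Repair, with 16 genes tested, scored −1.89 (adjusted p = 0.00322) with a median of −0.46. All 16 genes were lower with the deposited scaling and 14 with each library centred on its median gene.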

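The 18 genes drawn in the heatmap of Fig. 6C had a median log2-fold change of −0.83 in siWdr5 (from −1.12 to −0.19), −1.12 in siBrca1 (from −1.66 to −0.30) and −0.39 in siBard1 (from −0.56 to −0.16) at day 3. Each of the 18 was lower in each knockdown, also with the libraries centred on their median gene or quantile-normalized. Because the paper chose these genes as the leading edge of the same libraries, their shared direction carries no independent information. At adjusted p < 0.05 over all genes tested, 15 passed in siWdr5 and 16 in siBrca1, against 15 and 18 when adjusted over the list. In siBard1 0 passed under either adjustment, while 10 had an unadjusted p under 0.05, and with the replicate block 2 did: *Nabp2* (log2-fold change −0.48, adjusted p = 0.0239) and *Rpa2* (−0.48, adjusted p = 0.0492). Centred libraries, quantile normalization and log2(CPM + 1) left 0. limma-voom on the recovered reads called *Nabp2*, *Rpa2*, *Blm*, *Mcm8*, *Rad51ap1* and *Rad54l*. A model of the 4 libraries of siBard1 and nt control called these and *Chek1*, *Brca1*, *Polq*, *Cdc45* and *Cdc7*. In the main fit the standard error of a gene also takes in the uneven siBrca1 replicates. *Chek1* changed by −1.10 in siWdr5 (adjusted p = 0.000652), −1.66 in siBrca1 (adjusted p = 1.89e-05) and −0.43 in siBard1 (adjusted p = 0.136, and 0.0139 in a model of the 4 libraries of siBard1 and nt control, range over the alternatives 0.0139 to 0.245). Some of the 18 genes share exon bases with a neighbour, among them *Rad54b* with *Fsbp* on the same strand (35.8% of its exon bases), so the values of such genes are uncertain. Over the whole Reactome set DNA Repair, siBard1 had a normalized enrichment score of −2.39 (adjusted p = 1.60e-09) and a median log2-fold change of −0.23, with 13 genes lower and 0 higher at adjusted p < 0.05.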

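Genes of the Reactome set Extracellular matrix organization were raised in both the *Wdr5* and the *Brca1* knockdown at day 3: among 180 tested genes, 122 were higher and 8 lower at adjusted p < 0.05 in siWdr5, and 115 and 11 in siBrca1. The normalized enrichment scores were 3.06 (adjusted p = 3.28e-29) and 2.66 (adjusted p = 9.28e-19), the median log2-fold changes 0.61 and 0.63. Integrin cell surface interactions, with 59 tested genes, scored 2.58 in siWdr5 (adjusted p = 6.51e-10) and 2.39 in siBrca1 (adjusted p = 7.11e-08). In the *Bard1* knockdown the scores of the 2 sets were 2.40 and 2.24, with smaller medians of 0.29 and 0.31.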

*Wdr5* and *Brca1* knockdowns shared a number of upregulated terms, including cell adhesion and developmental processes (e.g., skeleton or blood vessel development; Figure 6B). Regulation of cell proliferation was also affected in *Brca1*, *Bard1*, and *Wdr5* knockdowns. This GO term was enriched due to increased expression of, among others, *Tgfβ*-, *Wnt*-, *Bmp*-, and *Fgf*-encoded growth factors (Table S6). In the RNA sequencing data from the knockdowns, we indeed observed higher expression values for these signaling factor genes compared with controls (Table S6; Figure 6D, left). These growth factors decrease cell proliferation and are involved in epithelial-to-mesenchymal transitions (EMT) (Barrallo-Gimeno and Nieto, 2005), potentially counteracting the MET required for reprogramming. 

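Of the signaling genes drawn in Fig. 6D, *Tgfb3* moved most: from 65.9 ± 6.49 CPM in the nt control at day 3 (mean ± SD, n = 2) to 193 ± 9.78 in siWdr5, 312 ± 57.6 in siBrca1 and 216 ± 29.4 in siBard1. The log2-fold changes were 1.55 (adjusted p = 4.77e-06), 2.24 (adjusted p = 2.84e-07) and 1.71 (adjusted p = 1.73e-05). The 6 genes (*Fgf2*, *Fgf7*, *Tgfb1*, *Tgfb2*, *Tgfb3* and *Wnt5a*) were higher in every knockdown, with medians of 1.13, 1.31 and 0.74, and they kept this direction with centred and with quantile-normalized libraries. *Tgfb1* rose in siBrca1 (1.26, adjusted p = 0.000172) but did not pass in siWdr5 (0.51, adjusted p = 0.0538) or siBard1 (0.19, adjusted p = 0.548), and in siWdr5 its adjusted p ranged over the alternatives from 0.00360 to 0.124. The 5 others passed in each knockdown over all genes tested, but in siBard1 not in each setting: there *Fgf7* (adjusted p = 0.00653, range 0.00149 to 0.0513) and *Fgf2* (adjusted p = 0.0373, range 0.0103 to 0.108) lost it without the trend on expression. Meanwhile adjusting over the 6 genes alone added *Tgfb1* in siWdr5. *Tgfb3*, *Fgf2* and *Wnt5a* share 4.82%, 9.44% and 4.58% of their exon bases with a gene on the opposite strand, whose reads cannot be excluded.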

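At day 3, *Mki67* averaged 419 ± 8.10 CPM in the nt control (mean ± SD, n = 2), 279.6 ± 7.70 in siWdr5, 192 ± 84.6 in siBrca1 and 372 ± 24.4 in siBard1. Its log2-fold change was −0.59 in siWdr5 (SE 0.20, adjusted p = 0.0371, range over the alternatives 5.31e-06 to 0.142), −1.20 in siBrca1 (adjusted p = 0.000321) and −0.17 in siBard1 (adjusted p = 0.594). *Pcna* changed by −0.78 (adjusted p = 0.0110, range over the alternatives 1.13e-06 to 0.0770), −1.39 (adjusted p = 0.000151) and −0.45 (adjusted p = 0.164) in the same order, and *Mcm2* by −0.74 (adjusted p = 0.00315), −1.09 (adjusted p = 0.000120) and −0.59 (adjusted p = 0.0265, range 0.000811 to 0.130). *Pcna* in siBard1 passed only in a model of the 4 libraries of siBard1 and nt control (adjusted p = 0.00496, range over the alternatives 0.00496 to 0.333). The fit of 8 libraries gives all knockdowns the same standard error per gene, which takes in the spread between the siBrca1 replicates. Leaving out 1 library placed *Pcna* at −1.87 to −0.91 in siBrca1 and at −0.50 to −0.39 in siBard1. Not passing in siBard1 therefore does not by itself show a spread between the siBard1 replicates. *Cdkn1a* rose in siBrca1 from 425 ± 11.1 to 657 ± 1.87 CPM (log2-fold change 0.63, adjusted p = 0.000363), whereas its rises in siWdr5 (0.22, adjusted p = 0.127) and siBard1 (0.29, adjusted p = 0.0817) did not pass. Centring each library on its median gene took both past the threshold, as did a model of the 4 libraries alone for siWdr5, with adjusted p over the alternatives from 0.0212 to 0.483 and from 0.0354 to 0.161. Adjusted over the 6 proliferation genes alone, *Cdkn1a* in siBard1 also passed, narrowly (adjusted p = 0.04999). *Ccnd1* changed by −0.08, 0.16 and 0.03, with the sign turning to −0.13 and −0.02 in siBrca1 and siBard1 after quantile normalization, and shares 23.4% of its exon bases with *LTO1* on the opposite strand. The gene drawn as Cyclin A1 was taken to be *Ccna2*, a choice made after the table was seen, which changed by −0.90 (adjusted p = 0.0133, range 6.09e-07 to 0.0876), −1.54 (adjusted p = 0.000238) and −0.29 (adjusted p = 0.458, range 0.0332 to 0.613). *Ccna2* shares 12.5% of its exon bases with *Exosc9* on the opposite strand.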

Several cell proliferation markers, including *Pcna*, *Ki-67*, and *Mcm2* showed decreased expression in all three knockdowns, while *p21* (*Cdkn1a*) was upregulated (Figure 6D, right). These data suggest an impaired MET upon *Brca1*, *Bard1*, and *Wdr5* depletion.

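*Itga5* rose from 133 ± 20.3 CPM in the nt control at day 3 (mean ± SD, n = 2) to 352 ± 10.2 in siWdr5, 572 ± 133 in siBrca1 and 269.7 ± 51.6 in siBard1. The log2-fold changes were 1.41 (adjusted p = 3.77e-05), 2.09 (adjusted p = 1.39e-06) and 1.01 (adjusted p = 0.00163). Across the 9 mesenchymal genes drawn in Fig. 6E (*Snai1*, *Snai2*, *Zeb1*, *Zeb2*, *Twist1*, *Twist2*, *Cdh2*, *Fn1* and *Itga5*) the median was 0.92 in siWdr5, 0.93 in siBrca1 and 0.52 in siBard1. All were higher in siWdr5 and siBrca1, apart from *Twist1* in siWdr5, which turned from 0.02 to −0.02 after quantile normalization, and 8 were higher in siBard1, where *Twist1* was at −0.05. Over all genes tested, 7, 7 and 5 passed adjusted p < 0.05, and over the list alone 8, 7 and 7. The 5 in siBard1 were *Cdh2*, *Fn1*, *Itga5*, *Zeb1* and *Zeb2*, of which *Fn1* (log2-fold change 0.55, adjusted p = 0.0491) passed in some settings only, with adjusted p from 0.0156 to 0.321, and *Zeb2* (0.55, adjusted p = 0.0107) with adjusted p from 0.00113 to 0.0825. *Snai1* changed by 1.15 (adjusted p = 8.19e-05), 0.93 (adjusted p = 0.000199) and 0.39 (adjusted p = 0.0894), and *Twist2*, which shares 46.5% of its exon bases with *Gm29100* on the opposite strand, by 0.40, 0.15 and 0.04.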

We assessed the gene expression levels of mesenchymal and epithelial markers in the three knockdowns and observed a clear increase in mesenchymal gene expression in the *Wdr5*, *Brca1*, and *Bard1* knockdown cells relative to control cells (Figures 6E and S5). 

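*Krt8* was low at day 3, at 5.80 ± 3.18 CPM in the nt control (mean ± SD, n = 2; 120 and 60 reads), 2.29 ± 0.235 in siWdr5, 3.00 ± 0.719 in siBrca1 and 5.36 ± 2.83 in siBard1. Its log2-fold change was −1.23 in siWdr5 (SE 0.39, adjusted p = 0.0253, range over the alternatives 0.00265 to 0.0935), −0.85 in siBrca1 (adjusted p = 0.0864, with the replicate block 0.0423, range 0.0423 to 0.192) and −0.11 in siBard1 (adjusted p = 0.882). The epithelial genes are those that Fig. 6E draws in its epithelial block. They include *Vim*, whose rises have the direction of the mesenchymal genes and not of a fall in epithelial genes. Of the 16 genes in the block, *Dsc3*, *Dsg3* and *Krt1* were expressed too low to test. The median of the 13 others was −0.77 in siWdr5 (11 lower, and *Krt7* and *Vim* higher, of which *Vim* turned from 0.24 to −0.15 after quantile normalization), −0.37 in siBrca1 (10 lower, 3 higher) and −0.38 in siBard1 (10 lower, 3 higher). At adjusted p < 0.05 over all genes tested, *Cdh1*, *Cldn3*, *Epcam*, *Krt8* and *Pkp2* were lower in siWdr5 and *Krt7* was higher (0.83, adjusted p = 0.0428, range 0.0138 to 0.0993). There *Pkp2* had adjusted p = 0.0213 and a range of 0.00282 to 0.0664. In siBrca1 *Cdh1*, *Dsp*, *Epcam* and *Pkp2* were lower and *Vim* was higher (0.55, adjusted p = 0.00484, but 0 after quantile normalization), and in siBard1 *Dsp* (−0.82, adjusted p = 0.00532, range 0.000504 to 0.0725) and *Pkp2* (−0.44, adjusted p = 0.0208, range 0.00780 to 0.0888) were lower. Over the list alone 7, 5 and 2 genes passed.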

Some epithelial genes were decreased (*Cdh1*, *Epcam*, and *Krt8*), whereas others did not change substantially or were increased (Figures 6E and S5). Together, our data indicate that WDR5, BRCA1, and BARD1 cooperate in DDRs and that their absence affects MET progression during an early phase of reprogramming.

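Across the 14028 genes tested, the log2-fold changes of different knockdowns at day 3 were similar even when each knockdown was set against a separate nt control library: r was 0.643 for siWdr5 and siBrca1, 0.593 for siWdr5 and siBard1, and 0.673 for siBrca1 and siBard1. At day 6 the same correlations were 0.409, 0.466 and 0.342. What the nt control libraries of day 3 have in common still enters each change. These are correlations across genes, which are not independent replicates. By day 6 the median log2-fold change of the homologous recombination genes of Fig. 6C was −0.19 in siWdr5, −0.03 in siBrca1 and 0.07 in siBard1, where it turned to −0.01 when the libraries were centred on their median gene. The mesenchymal genes of Fig. 6E were at 0.80, 0.25 and 0.49 and the epithelial genes at −0.69, −0.14 and −0.57. In siWdr5 at day 6, 7 of the 9 mesenchymal genes passed adjusted p < 0.05 (all higher), and 8 of the 13 genes of the epithelial block, against 8 and 10 over the list alone. Of the 8 in the block, 7 were lower, and *Vim* was higher, as the mesenchymal genes were. Among the mesenchymal and block genes that passed, *Zeb2*, *Krt8*, *Epcam*, *Cldn4*, *Dsg2* and *Pkp2* did not pass under each alternative. Of the homologous recombination genes *Mcm8* and *Rad51b* passed (both lower). In siBrca1 and siBard1 at day 6, 0 genes of either list passed adjusted p < 0.05 over all genes tested, while 5 mesenchymal genes in each and 2 and 9 epithelial genes had an unadjusted p under 0.05. Adjusted over each list alone, 4 mesenchymal genes (*Zeb1*, *Cdh2*, *Fn1* and *Itga5*) passed in both. Of the epithelial list, 0 passed in siBrca1 and 6 in siBard1 (*Cdh1*, *Cldn3*, *Cldn4*, *Dsg2* and *Krt7*, which were lower, and *Vim*, which was higher). From the lower expression of DNA repair genes, the higher expression of mesenchymal genes and growth factors and the lower expression of some epithelial genes in the knockdowns, together with its double knockdowns and its experiments on DNA damage, the paper proposes that the proteins act together in the DNA damage response and that losing them affects the MET early in reprogramming.

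**Figure D2:**
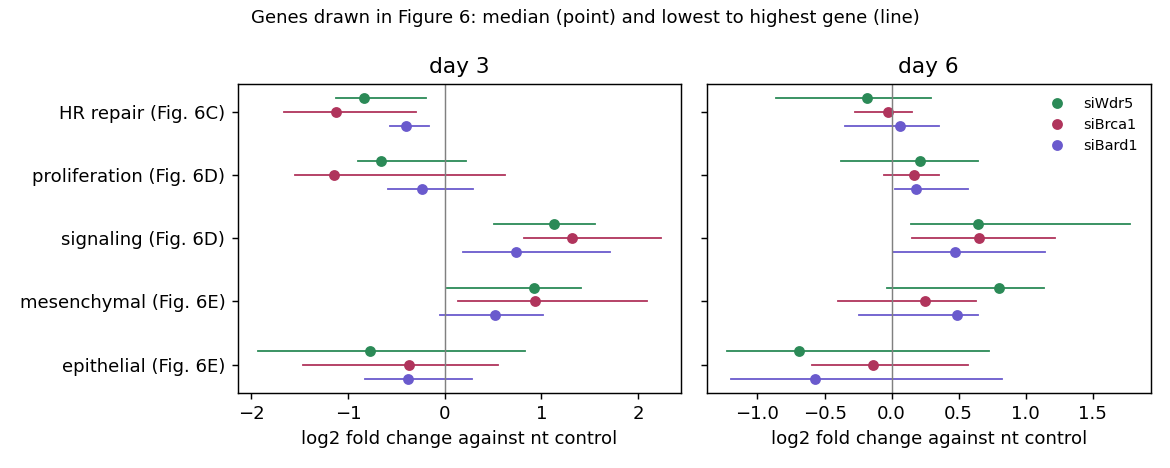
Median log2-fold change relative to the nt control (points) of the gene lists drawn in Figures 6C, 6D and 6E in each knockdown at day 3 and day 6, with lines from the lowest to the highest gene. Of the medians drawn, that of the homologous recombination genes in siBard1 at day 6 was 0.07 and −0.01 after centring each library on its median gene.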

## Discussion

Previously it has been shown that WDR5, a core component of SET-MLL methyltransferase complexes, interacts with OCT4 to activate the pluripotency network through H3K4 me2/me3 deposition (Ang et al., 2011). Our study shows that WDR5 also functionally interacts with BRCA1-BARD1 to control DDR, and that MET is severely perturbed in the absence of these factors. The nature of the interaction remains to be elucidated. One possibility is that *Brca1* and *Bard1* are direct or indirect targets of the SET/MLL complexes, of which WDR5 is a subunit. In line with this possibility, chromatin immunoprecipitation analysis showed that WDR5 binds regulatory regions of *Brca1*, *Bard1*, and other genes involved in DNA repair (Ang et al., 2011). Moreover, we show that *Brca1* and *Bard1* transcripts are downregulated after silencing *Wdr5*. In addition, BRCA1 and BARD1 are involved in mitotic spindle organization and checkpoint gene regulation (Jin et al., 2009, Joukov et al., 2006, Wang et al., 2004), and MLL/WDR5 has been implicated in cell-cycle regulation, mitotic progression, and proper chromosome segregation as well (Ali et al., 2014, Ali et al., 2017, Liu et al., 2010).

DNA damage in reprogramming is, at least partly, associated with senescence (Ocampo et al., 2016), which can be rapidly induced by oxidative stress in primary cells (Xu et al., 2016). In agreement, low oxidizing conditions reduce the reprogramming barrier imposed by senescence (Utikal et al., 2009). BRCA1-BARD1 and WDR5 might alleviate a senescence-related block of reprogramming. Likewise, the requirement of a DDR could be related to the faster proliferation rates acquired early on in reprogramming (Polo et al., 2012, Ruiz et al., 2011). Embryonic stem cells, which proliferate in a similar fashion, indeed require additional genome surveillance mechanisms to cope with fast DNA replication (Ahuja et al., 2016).

Our study adds to the notion that colony morphology is linked to pluripotency (Abagnale et al., 2017, Kato et al., 2016, Narva et al., 2017) and is regulated by adhesion molecules, extracellular matrix, and cytoskeleton forces. Upon differentiation, these processes orchestrate morphological changes such as loss of colony compaction, increase of cell area, and colony flattening, together with changes in the pluripotency network (Narva et al., 2017). Therefore, colony morphology is an important readout for reprogramming quality. Moreover, screening of such multi-dimensional phenotypes is a powerful approach to identify functional interactions between genes. *Brca1*-, *Bard1*-, and *Wdr5*-depleted cells gave rise to fewer yet bigger, flat, symmetric colonies. One possibility is that these morphological changes are associated with a failure to downregulate mesenchymal cell adhesion molecules. In addition, these cells fail to activate epithelial genes. Our study suggests a link between DDR and MET through *Brca1-Bard1* and *Wdr5* early in reprogramming. However, we cannot rule out that the MET phenotype is an indirect consequence of DDR impairment. Interestingly, the converse process of EMT may relate to DNA damage in kidney disease (Slaats et al., 2014) and cancer cells in culture (Chiba et al., 2012). Future work will further explore these relationships as well as gene-gene interactions that modify the phenotypic plasticity of reprogramming to induced pluripotency.

## Experimental Procedures

### Data and Software Availability

All sequencing data are available at the GEO repository Superseries number GSE118680.

The code to reproduce reprogramming facilitator predictions by machine learning is available at https://github.com/simonvh/facilitators-penalosa-ruiz/. The code to reproduce the timeline projection is available at https://github.com/TimEVeenstra/Time-Curve-Projection/(https://doi.org/10.5281/zenodo.1405746).

### MEF Reprogramming and Culture Media

Passage 1–2 MEFs were seeded at a density of 10,000 cells per cm^2^. Next day, MEFs were transduced at an MOI of 1 with Tet-STEMCCA lentivirus (Sommer et al., 2009), rtTA (Addgene, no. 20342), and 8 μg mL^−1^ polybrene. Next day (day 0), cells were transferred to either 1% gelatin-coated plates or mitotically inactive feeder cells, in reprogramming medium (Vidal et al., 2014).

### siRNA Transfections and siRNA Screenings

A custom Silencer siRNA library targeting around 300 mouse genes encoding chromatin factors was designed (Thermo Scientific/Ambion, Table S1) and distributed in six plates. Each gene in the library was targeted with three different siRNAs, which were pooled for transfection. For the high-content screening, the six pooled plates were transfected in quadruplicate. Every plate contained the following controls: si*Oct4* (si*Pou5f1*), si*Myc*, si*Trp53*, and seven nt controls. Reverse transfections in a 96-well plate format were performed as follows: 20 μL of transfection mix was prepared in each well before adding the cell suspension. This transfection mix consisted of 40 nM of pooled siRNAs (considering 120 μL final volume), and 0.26 μL RNAiMAX lipofectamine (Thermo Scientific) diluted in Optimem (Thermo Scientific). After incubation for 10 min, 100 μL of cell suspension (3,000–6,000 cells) were added to each well. For transfections in a six-well plate format, the protocol was scaled up accordingly. Before adding 1.8 mL cell suspension with 100,000 cells, 220 μL transfection mix was incubated in the wells for 10 min. The transfection mix consisted of 4 μL RNAiMAX and a final concentration of 40 nM siRNA, all diluted in Optimem.

### Immunostaining

Cells were cultured in 96-well Cell Carrier plates for microscopy (PerkinElmer). After 6 days of reprogramming, cells were washed with PBS and fixed with 4% paraformaldehyde (PFA) for 15 min. After blocking and permeabilization, samples were incubated overnight with mouse anti-CDH1 (Cell Signaling, 14472) and then with goat anti-mouse Alexa 488 for 2 h. Staining with rabbit anti-SALL4 (Abcam, ab29112) was done overnight, followed by 3 h incubation with goat anti-rabbit Alexa 568 and 40 μg mL^−1^ DAPI. After antibody incubations, the cells were washed twice with PBS.

### High-Content Image Acquisition and Feature Selection

Plates were imaged with an Opera High-content Screening System (PerkinElmer) with a 4× air lens. Images were imported into the Columbus software platform (PerkinElmer). To segment colonies imaged on multiple z planes, we used the maximum projection of z planes. SALL4 staining was used to find and segment the colonies. Automated image analysis was used for image region segmentation and for extraction of shape and morphology features. Image regions touching the edge were removed. For more details, see Supplemental Information. After extracting all features for every plate from the automated pipeline, a *Z* score normalization was applied per plate (Bakal et al., 2007) based on the mean values per feature. To select relevant features, a feature-to-feature Pearson correlation was calculated. Features with a high pairwise correlation (>0.8) were considered redundant.

### RNA Sequencing and Analysis

CEL-seq2 sample preparation (Hashimshony et al., 2016) was performed with a few adaptations (see Supplemental Information). Transcripts were mapped to *Mus musculus* genome version mm10 with Bowtie2 (Langmead and Salzberg, 2012), UMI corrected using standard settings of the CELseq2 pipeline (https://github.com/yanailab/CEL-Seq-pipeline), and matched to the gencode.vM13.annotation transcriptome. To relate knockdown data points to the progression of reprogramming, the transcriptomes were subjected to PCA. PC1 and PC2 were swapped (x axis: PC2) and all data (knockdown and time series) were rotated 15° (cf. Figure S4B). A second-order polynomial curve was fitted to the time series (days 2–7), and all data points were projected on this curve (script: https://doi.org/10.5281/zenodo.1405747). For each data point, the projected x coordinate was used as a proxy for time, whereas the distance to the fitted time line (calculated using Pythagoras' theorem) was used as a proxy for gene expression differences unrelated to the process of reprogramming.

### FACS Analysis of DNA Damage

Reprogramming MEFs were transfected with siRNAs in six-well plates. After 3 days, cells were fixed on ice with 1% PFA for 15 min and incubated with 70% ice-cold ethanol at −20°C for 2 h. Samples were then incubated with 100 μL mouse anti-phospho-H2AX (Millipore, diluted 1:100 in 0.25% BSA 0.3% Triton/PBS) overnight at 4°C. Subsequently, cells were washed and stained with 100 μL Alexa 488 goat anti-rabbit 488 (diluted 1:500) for 2 h at room temperature. Finally, samples were incubated with propidium iodide overnight in a fridge and sorted using an FC 500 (Beckman Coulter) machine. Data analysis was done with Flowing software v.2.5. As positive control, reprogramming MEFs were treated with 400 μg mL^−1^ mitomycin C for 3 days.

### Double Knockdowns and Functional Interactions

Reprogramming was started in 48-well plate formats, with transfection reagents and number of cells scaled accordingly. For the double knockdown, a mixture of two targeting siRNAs was used in a final concentration of 40 nM, meaning 20 nM of each siRNA. The corresponding single knockdowns were performed with 20 nM siRNA target + 20 nM nt control siRNA, to make it equivalent to the individual siRNA dose in the double knockdowns. In this way, individual as well as final siRNA concentrations are comparable in double and single knockdowns (Mulder et al., 2012). The observed SALL4-colony ratio was calculated dividing the double knockdown number of colonies by the average number of colonies of the control (six biological replicates). The expected SALL4-colony ratio was calculated by multiplying the ratios of the single knockdowns (Mani et al., 2008). A p value of <0.05 (two-tailed t-test) was considered significant. See Supplemental Information for details.

## Author Contributions

Conceptualization, G.J.C.V., K.W.M., and G.P.-R.; Methodology, G.P.-R., V.B., G.J.C.V., K.W.M., C.B., and J.C.R.S.; Experiments, G.P.-R., V.B., J.P.G., S.W., and J.V.v.d.V.; Analysis, G.P.-R., V.B., J.P.G., G.J.C.V., S.J.v.H., and T.E.V.; Writing, G.P.-R., G.J.C.V., and K.W.M., with input from all authors.

# Supplementary material for: WDR5, BRCA1, and BARD1 Co-regulate the DNA Damage Response and Modulate the Mesenchymal-to-Epithelial Transition during Early Reprogramming
**Source:** Stem Cell Reports. 2019 Mar 14;12(4):743–56. doi: 10.1016/j.stemcr.2019.02.006
**Supplement:** Document S1. Supplemental Experimental Procedures, Figures S1–S5, and Tables S1–S6

**Supplemental Information**

**WDR5, BRCA1, and BARD1 Co-regulate the DNA Damage Response  
and Modulate the Mesenchymal-to-Epithelial Transition during Early  
Reprogramming**

**Georgina Peñalosa-Ruiz, Vicky Bousgouni, Jan P. Gerlach, Susan Waarlo, Joris V. van de Ven, Tim E. Veenstra, José C.R. Silva, Simon J. van Heeringen, Chris Bakal, Klaas W. Mulder, and Gert Jan C. Veenstra**

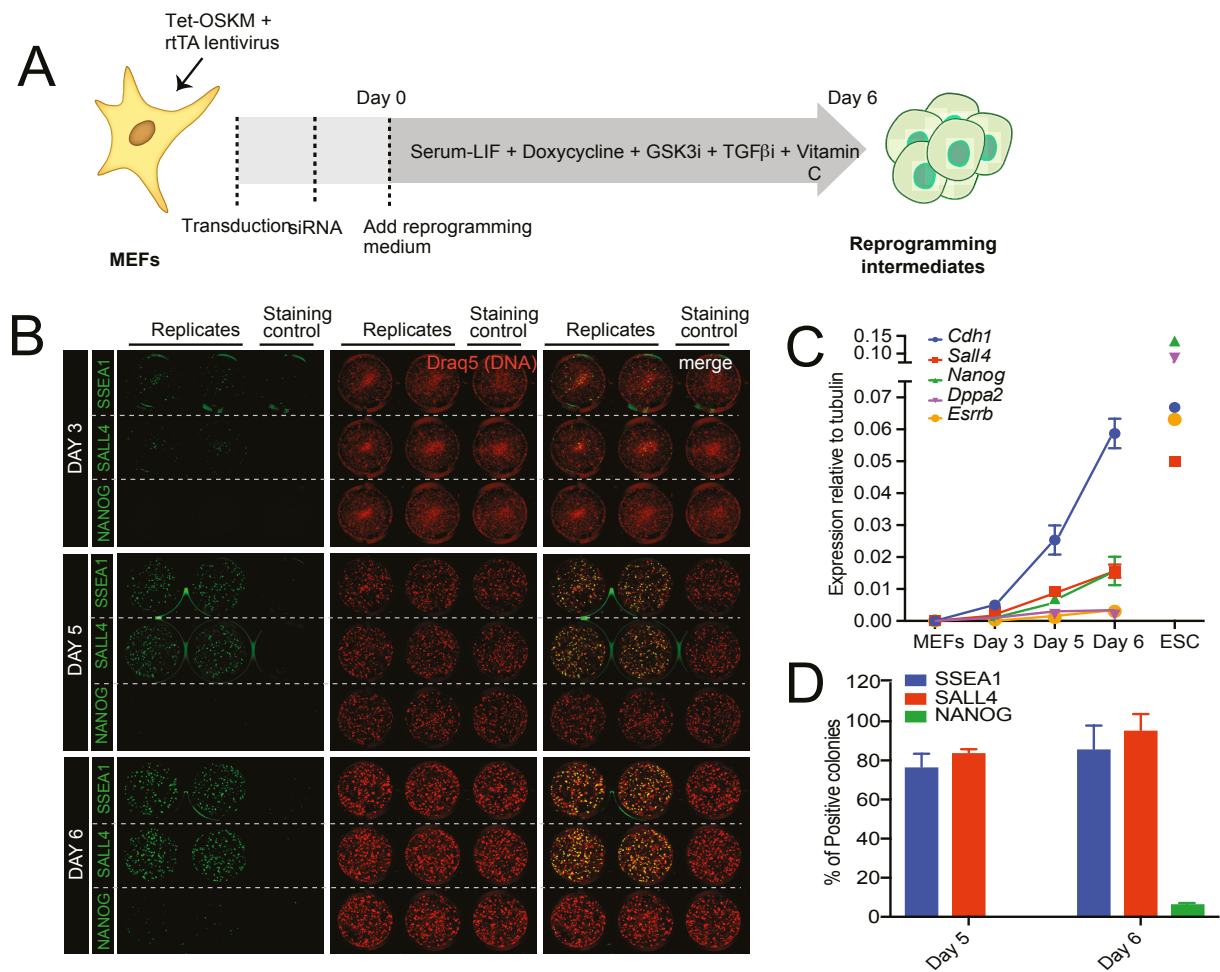

**Figure S1. Characteristics of the reprogramming system. Related to Figure 1**

(A) Schematic representation of the reprogramming protocol used. (B) In-cell western for reprogramming cells at day 3 (upper), Day 5 (middle) and Day 6 (lower) of the reprogramming protocol used in this study. For each timepoint samples were stained for SSEA1, SALL4 and NANOG in duplicate and counterstained with Draq5 (DNA). The staining control is the staining without primary antibody. (C) mRNA expression of early and later pluripotency markers of reprogramming timepoints. Expression levels are compared to those of Embryonic Stem Cells (ESC) at the right part of the plot. Data are presented as mean  $\pm$  SD of biological replicates from same experiment (D) Quantification of positive colonies from B for each marker (SALL4, SSEA1 and NANOG) at Day 5 and Day 6. The calculation corresponds to the ratio of positive-colonies to Draq5. Day 3 was difficult to determine because of the fuzzy pattern. Data are presented as mean  $\pm$  SD from replicates from the same experiment.

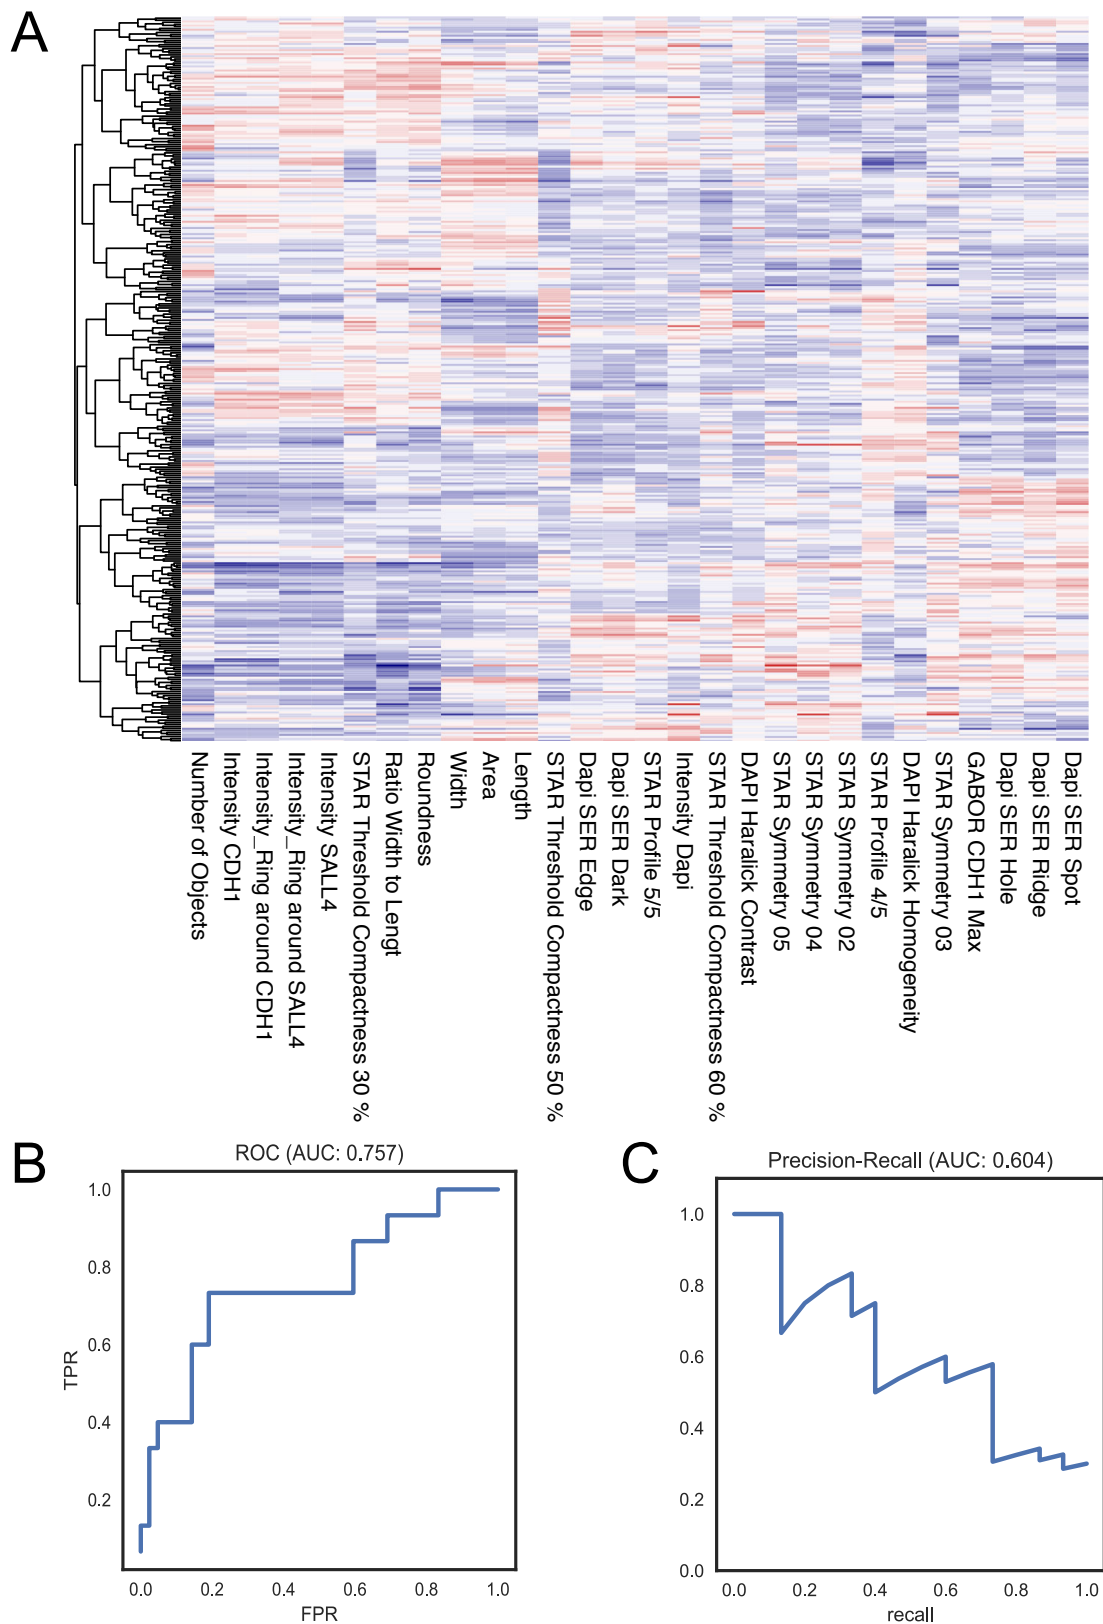

**Figure S2. Unsupervised clustering and machine learning classification of high-content phenotypes. Related to Figure 2**  
**(A)** Hierarchical clustering based on Pearson correlation distance metrics applied to the whole screening dataset with filtered features.

The performance of the ensemble of the two machine learning classifiers in predicting reprogramming facilitators. Metrics were calculated based on the average probability in a leave-one-out cross-validation procedure. **(B)** The Receiver-Operator Curve (ROC), with an area under the curve (AUC) of 0.757. **(C)** The Precision-Recall curve with an AUC of 0.604.

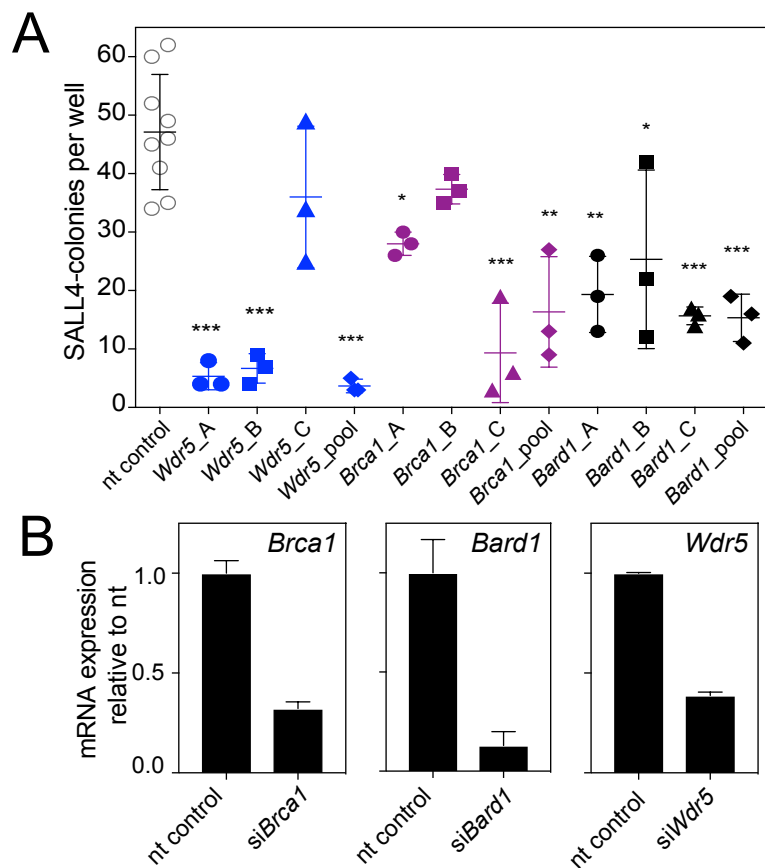

**Figure S3. Analysis of *Wdr5*, *Brca1* and *Bard1* siRNA target specificities. Related to Figure 3.**

(A) SALL4-positive colony formation assay for deconvolution of 3 siRNA sequences targeting *Wdr5* (blue), *Brca1* (magenta) or *Bard1*. In all cases, at least two out of the three sequences elicit the same colony-phenotype as the pooled siRNAs at day 6. Each dot represents one independent siRNA transfection from same experiment (B) Representative experiment showing knockdown showing efficiencies of si*Wdr5*, si*Brca1* or si*Bard1* for their targets analyzed at day 3 by RT-qPCR. The efficiency was calculated setting nt control mRNA levels to 1 and the siRNA percentage relative to that is plotted. Data represent mean  $\pm$  SD from two independent transfections from the same experiment.

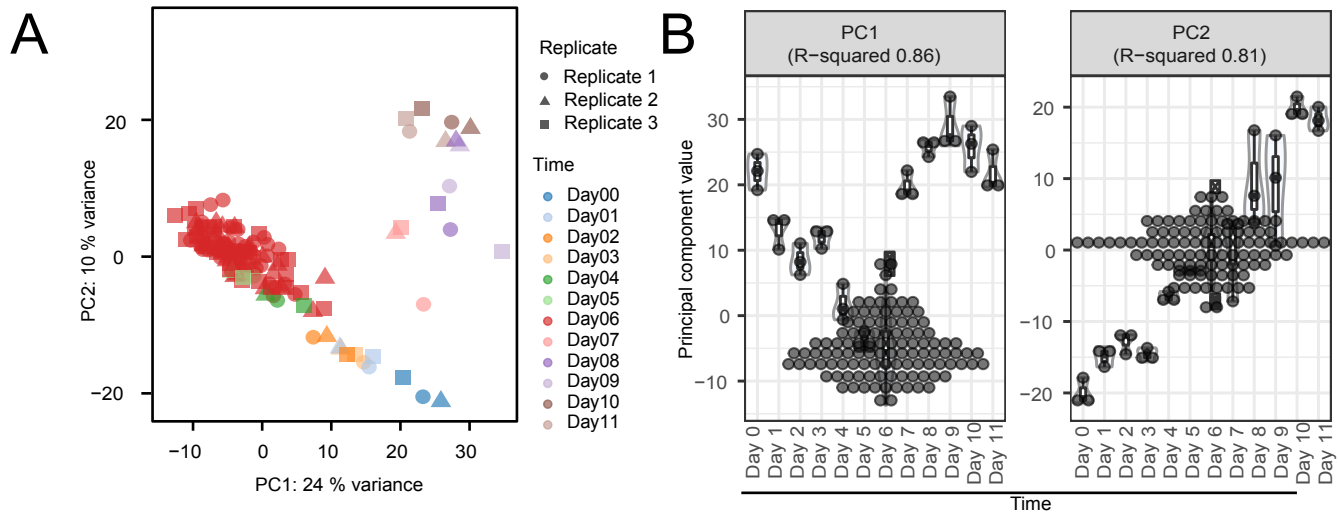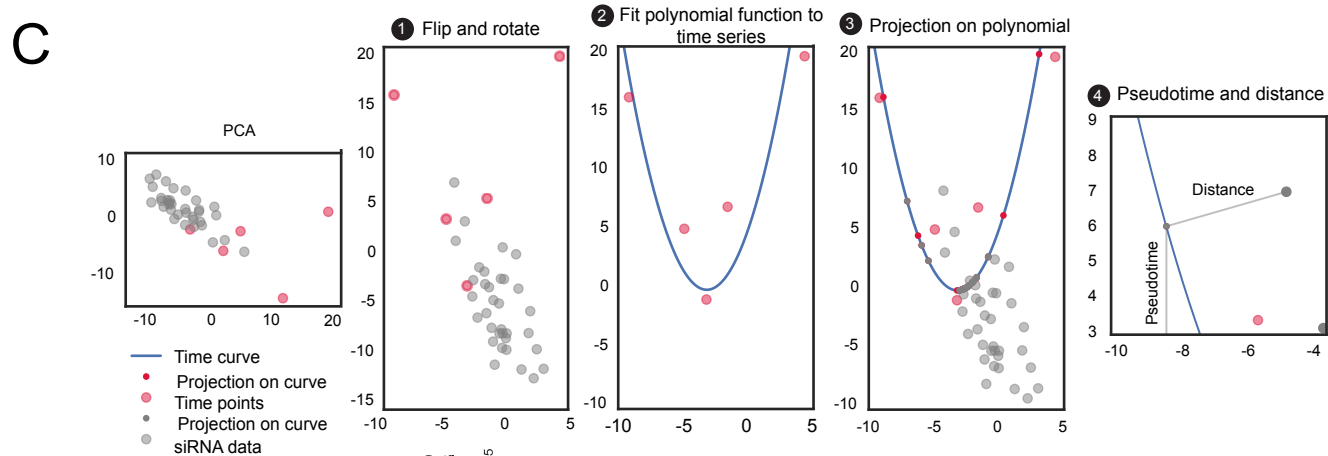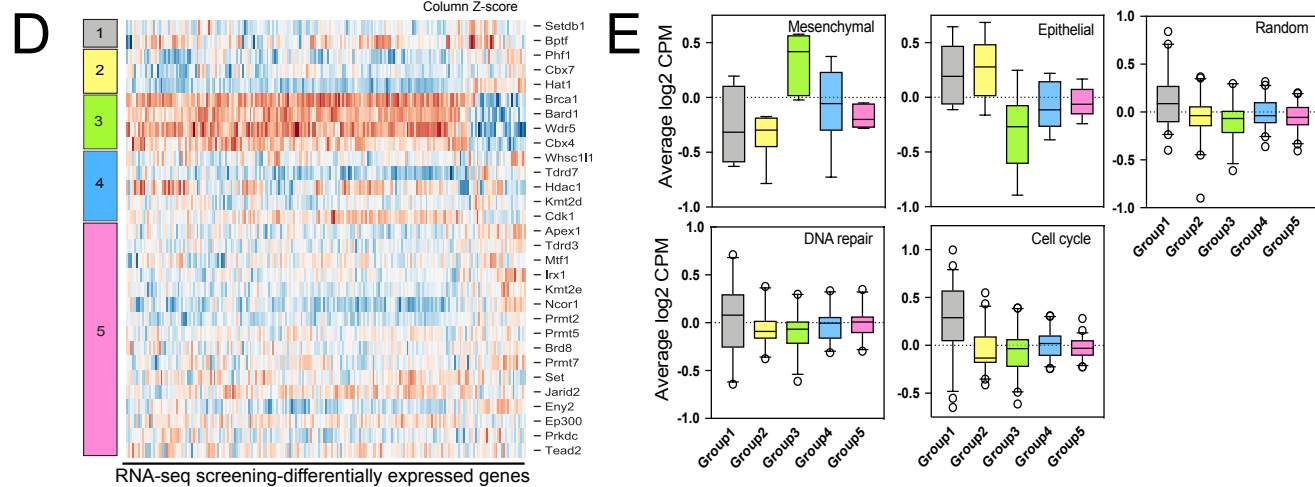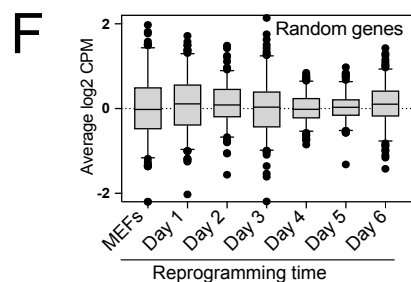

**Figure S4. Secondary screening and time course RNAseq datasets analyses. Related to Figure 3.**

(A) PCA of knockdowns (Day 6 red) together with time course showing all three replicates as different forms. (B) Correlation (r-squared value) with PC1 and PC2 dataset in A. PC1 and PC2 highly correlate with time. (C) Step-by-step time projection analysis from Figure 3D. The PCA plot (left-most panel, cf. Fig. S4A) is a two-dimensional graphical representation of gene expression differences among samples (data points). The gene expression differences observed with individual siRNAs may reflect gene expression differences related to the progression of reprogramming (for example a delay), whereas another component may be unrelated to the process of reprogramming. The analysis aims to separate these components. 1) First, the PCA plot was flipped and rotated 15 degrees to facilitate fitting a polynomial function. 2) A polynomial function (blue line,  $y = 0.379x^2 + 2.90x + 3.42$ ) was fitted to the time course data points (red dots). 3) All data points, including all siRNA (gray) and time course (red) data points were projected into the polynomial function line (blue line), considering the shortest distance to it (perpendicular to the polynomial function). 4) The X coordinate represents pseudo-time (referred to as time projection in Fig. 3D), whereas the distance to the polynomial function is a representation of gene expression differences that are unrelated to the progression of reprogramming (D) Expression of differential genes across all siRNAs from the RNA-seq screening are presented in a heatmap. Differential genes are hierarchically clustered, and siRNAs are arranged according to the five high-content clusters in Fig. 2A. The heatmap color code represents column Z-scores. The color code of clusters 1-5 corresponds to clusters in Fig. 2A. Each siRNA was averaged from three independent replicates prior to this analysis (E) Boxplots showing expression of some gene sets in clusters 1-5 from Fig. 2A and S4-D. For each cluster, the expression values for all siRNAs in that cluster were pooled in a single boxplot. Color code corresponds to same clusters in S4D and Fig. 2A. The gene sets were hypothesized from gene ontology classification (Table S5) derived from differential transcripts in D, and the fact that those processes change during early reprogramming. They are compared to a set of random genes (F) Boxplot from the average of three independent RNA-seq replicates in timecourse represent gene expression of 70 random genes compared to data from Fig. 3D-E. Unlike mesenchymal, epithelial, cell cycle and DNA repair genes (Fig. 3E), the random genes do not show any dynamics in time. Median is the middle line and the boxes are the interquartile range.

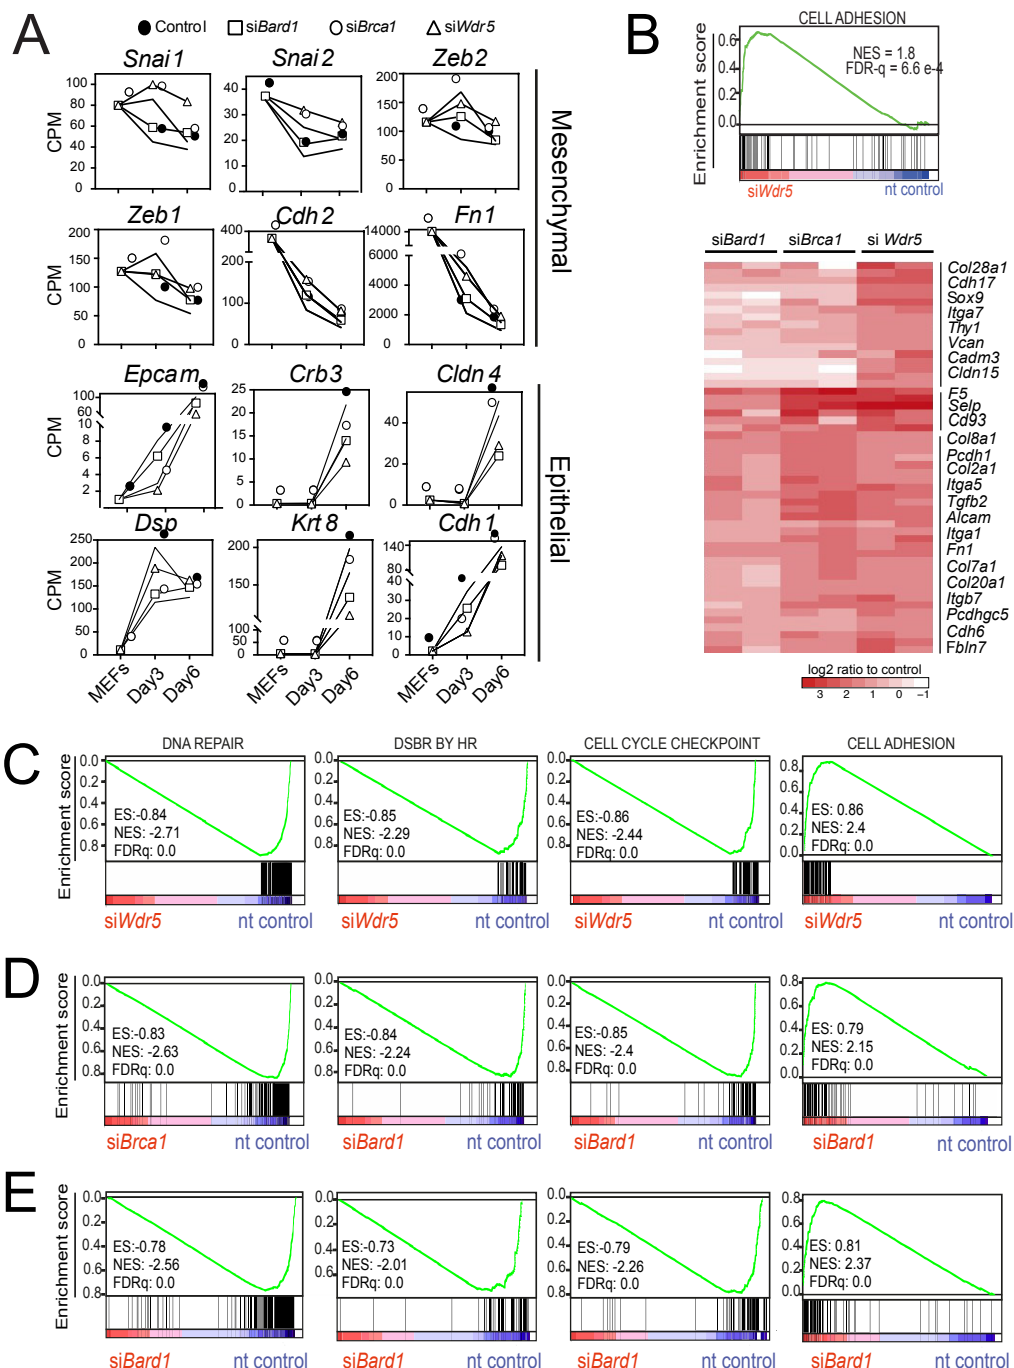

**Figure S5. MET gene expression changes are related to cell adhesion molecules. Related to Figure 6**

(A) Epithelial and mesenchymal gene expression in MEFs, Day 3 and Day 6 of reprogramming, comparing nt control, *Bard1*, *Brca1* and *Wdr5* depleted cells. 

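In the nt control, *Epcam* rose from day 3 to day 6 by a log2-fold change of 3.65 (adjusted p = 1.72e-06), *Krt8* by 5.21 (adjusted p = 2.18e-07) and *Cdh1* by 1.97 (adjusted p = 7.57e-06), while *Fn1* fell by 1.13 (adjusted p = 8.60e-05) and *Cdh2* by 1.02 (adjusted p = 1.19e-05). *Snai1* did not pass the threshold over this time (−0.25, adjusted p = 0.315). At day 6, siWdr5 cells had 57.5 ± 15.8 CPM of *Epcam* against 101 ± 4.51 in the nt control (mean ± SD, n = 2), a log2-fold change of −0.85 (adjusted p = 0.0241, range over the alternatives 0.00399 to 0.0712). *Krt8* stood at −0.86 (adjusted p = 0.0330, range 0.0180 to 0.0945) and *Cdh1* at −0.24 (adjusted p = 0.367). Of the mesenchymal genes in siWdr5 at day 6, *Snai1* was at 1.14 (adjusted p = 0.00680), *Fn1* at 0.99 (adjusted p = 0.00649) and *Cdh2* at 0.98 (adjusted p = 0.00362). None of these genes passed adjusted p < 0.05 in siBrca1 or siBard1 at day 6. The difference between the day 6 and the day 3 change was past the threshold for *Cdh1* in siWdr5 (interaction 1.22, adjusted p = 0.0419, range over the alternatives 0.0142 to 0.1195) and siBrca1 (1.34, adjusted p = 0.00878, range 0.00208 to 0.0307). It was not for *Epcam* in siWdr5 (1.08, adjusted p = 0.183), siBrca1 (1.33, adjusted p = 0.0600, with the replicate block 0.0148, range 0.0148 to 0.118) or siBard1 (0.13, adjusted p = 0.906). With the replicate block, 1681 genes changed from day 3 to day 6 in the nt control at an absolute log2-fold change above 1, against 1659 without it. The differences between replicates 1 and 2 correlated between the day 6 groups with r from −0.07 to 0.26 across genes. The fibroblasts before induction that Fig. S5A also shows are not analysed here.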

CPM = counts per million reads. Data are presented as mean of two independent RNA-seq replicates (B) Leading edge analysis for *Wdr5* vs control, using the leading edge genes extracted from *Wdr5* vs control itself. Enrichment score for cell adhesion genes, comparing siWdr5 vs nt control (upper). Heatmap representing the log2-ratio compared to the control of cell adhesion genes in *Brca1*, *Bard1* and *Wdr5* depleted cells at day 3 of reprogramming (lower). (C-E) Leading edge analysis for *Wdr5*, *Brca1* or *Bard1* knock-downs vs control, using the core genes extracted from *Wdr5* vs control. The green curve represents the enrichment score. Enrichment Score (ES), Normalized Enrichment Score (NES), False Discovery Rate q value (FDRq).

## SUPPLEMENTAL TABLES (all excel or text (.csv) files)

- **Table S1. siRNA library-Related to Fig. 1 and 2.** Whole siRNA Silencer library arrays as we obtained it from Thermo Scientific.
- **Table S2. Screening complete dataset. Related to Fig. 2.** High-content screening whole dataset before feature selection.
- **Table S3. Screening selected features. Related to Fig. 2.** High-content screening dataset after filtering features and Z-score normalization and quadruplicate average.
- **Table S4. Hit selection. Related to Figs. 2 and 3.** Contains different sheets with various steps to reach the hit selection from high-content by machine learning and correlation analysis.
- **Table S5. Secondary RNAseq screening and timecourse. Relates to Fig. 3.** Spreadsheet with whole RNA-seq screening dataset with time course. It also contains part of the analysis derived from these data, including gene ontology and gene sets depicted in all boxplots in the manuscript.
- **Table S6. Bulk-RNA-seq analysis. Relates to Fig. 6.** Upregulated and downregulated genes in *siBrca1*, *siBard1* and *siWdr5* detected by differential gene expression analysis on bulk RNA-seq data at Day3. It also contains the gene ontology classification (GO) associated to deregulated genes.

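Table S6 lists 742 genes for siWdr5 (511 up, 231 down), 1555 for siBrca1 (929 up, 626 down) and 205 for siBard1 (154 up, 51 down). Of the listed genes that were expressed highly enough to be tested, limma called 678 of 680 in siWdr5, 1411 of 1412 in siBrca1 and 199 of 204 in siBard1, and each tested gene changed in the listed direction. Outside the lists, limma called another 311, 467 and 115 genes. With no filter on expression the shared genes were 715 of 739, 1513 of 1536 and 159 of 205.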

## SUPPLEMENTAL EXPERIMENTAL PROCEDURES

### MEF Reprogramming

MEF medium consisted of DMEM (High glucose, GlutaMAX, Thermo Scientific), 15% FBS, 1% Penicilin/Streptomycin, 1% non-essential amino acids (Thermo Scientific) and 100 nM  $\beta$ -mercaptoethanol (Sigma).

In case of siRNA transfection, transduced cells were then incubated with the siRNA transfection mix for one more day before starting reprogramming. Reprogramming initiated by adding medium based on DMEM, 10% FBS (Hyclone), supplemented with 2  $\mu$ g·mL<sup>-1</sup> doxycycline, 3  $\mu$ M Chiron (GSK3-inhibitor), 0.25  $\mu$ M Alk5i (TGF- $\beta$  inhibitor), 50  $\mu$ g·mL<sup>-1</sup> ascorbic acid and 1·10<sup>3</sup> U·mL<sup>-1</sup> LIF. Considering this point as day 0, the protocol continued for 6 days for most of the experiments, unless specified otherwise.

### High content feature analysis

Besides the geometric and basic morphology features, texture features for whole cell regions were calculated using the SER (Spot, Edges and Ridges) method. There are eight SER features; Spot, Hole, Edge, Ridge, Valley, Saddle, Bright and Dark. SER features measure occurrence of intensity patterns within the image. Another parameter used in the SER method is the scale, which is smoothing technique of filtered images. Texture features were normalized using the Kernel method, which means that the images are pixelwise divided by the smoothed original image.

Gabor filter features discriminate features based on differential intensities and it is similar to human eye pattern detection. Haralick features statistically describe similarities among neighbouring pixels (Pascual-Vargas et al., 2017)

STAR advanced morphological features (Symmetry properties, Threshold compactness, Axial properties, Radial properties) measure the symmetric distribution of the fluorescence intensities or textures and how compact these patterns are within the colonies. For the STAR profiles, the image region is subdivided in different sections and measured.

Intensity Ring features measured the intensity of SALL4 and CDH1 staining at the edges of the colonies as compared to the inner part of the colony.

For data visualization and clustering, the quadruplicate values per knockdown were averaged, including the controls. Hierarchical clustering and visualization was performed with pheatmap R package.

### Hit selection

To select the top-hits we used a combined approach. One part of it was based on a top ranking score, which was calculated by correlation of knockdowns with positive controls (*siOct4*, *siMyc*, *siTrp53*) and anti-correlation with non-targeting controls. Some of the top-ranking siRNAs were selected this way. The other part of the selection was based on a machine learning prediction. For that, we defined a set of known reprogramming facilitators based on literature (Table S4) and used these to train an ensemble of classifiers based on all features from Table S2. This ensemble consisted of an L2 penalized logistic regression and a random forest classifier. The hyperparameter of the L2 regularization of the logistic regression was set using three-fold cross-validation. The random forest model was trained with 1000 trees and a maximum of 10 features. The final probability was calculated as the mean of the predicted probability of the two classifiers. The performance was assessed by the ROC AUC (0.757) and the Precision-Recall AUC (0.604) based on leave-one-out cross-validation. This way, we selected the top-score siRNAs, but also some siRNAs scoring low, because these could potentially represent roadblocks.

### Double knockdowns and deconvolution transfections

Reprogramming was started in 12-well or 48-well plate formats, with transfection reagents and number of cells scaled according to previous descriptions (see Experimental Procedures).

After six days of reprogramming, cells were fixed and stained (see in-cell western above). A CellProfiler script (Jones et al., 2008), kindly adapted by Jessie van Buggenum ([https://github.com/jessievb/automated\\_CFA](https://github.com/jessievb/automated_CFA)) was used to quantify Sall4-colony numbers automatically.

### **In-cell western, for colony counts**

Samples were fixed with 4 % PFA for 15 minutes, followed by 0.3% triton X-100 permeabilization and 1 % BSA blocking for 30 minutes. After that, they were incubated with either SALL4 (Abcam; ab29112), SSEA1(R&D Systems; MAB-2155), or NANOG (eBioscience; 14-5761-80). Cells were washed twice with 1% PBS and stained with appropriate IRDye 800CW secondary antibodies (LI-COR) and counterstained with Draq5 (Thermo Scientific). As a staining control, a sample with only the secondary antibody was used to adjust the brightness and contrast properly, to avoid false-positives.

Images were acquired with an Odyssey CLx Infrared Imaging System (LI-COR) and Image Studio v5.0 software and adjusted for brightness and contrast with ImageJ and Adobe Photoshop CS6.

### **RNA isolation and RT-qPCR**

Total RNA was isolated with Quick- RNA™ MicroPrep (Zymo Research) following the manufacturer's instructions. RNA was eluted in RNase-free water. Concentration was measured by absorbance with Nanodrop and we used Bioanalyzer (Agilent) to assess the quality and integrity of samples. cDNA was synthesized from 120-180 ng RNA with Superscript III kit (Thermo Scientific). Each RT-qPCR reaction was done with 1-2 ng diluted cDNA and SYBR green mix (iQ-SYBR-Green Supermix, Biorad) and 10  $\mu$ M primer pairs. Relative gene expression was calculated using the  $\Delta\Delta C_t$  method, using the housekeeping gene Gapdh as a reference.

### **CELseq2-RNAseq**

The following adaptations were done to the original sample preparation: 100 pg purified RNA was directly added to a reverse transcription mixtures containing Maxima H Minus (ThermoFisher) reverse transcriptase and CELseq2 primers with a 6-nucleotide sample barcode and 8-nucleotide UMI. After reverse transcription samples were pooled and purified using AmpureXP beads (Beckman Coulter). Second strand synthesis and following steps were performed according to the original protocol.

The matrix with all the counts was analyzed with scater R package v. 1.3.49 (McCarthy et al., 2017) in order to assess the overall quality of the samples and to filter out those with low quality, based on default parameters. Scraper v.1.6.9 (Lun et al., 2016) and scater R packages were used to correct for batch effects by regression, and also to normalize (log2-cpm).

Principal Component Analyses were conducted in scater and in gplots R packages. Most relevant Principal Components we found were PC1 and PC2. To analyze the most variable genes in the knockdowns (Figure 3B), the top 200 features (genes) correlating with either PC1 or PC2 were extracted. This set of genes was used for hierarchical clustering based on the Pearson correlation of the knockdowns seen in Figure 3B.

### **Bulk RNA-seq, Gene Ontology and GSEA analysis**

For bulk RNA sequencing, Kapa-RNA HyperPrep kit with Ribo Erase was used for ribosomal depletion and library preparation (Roche, Kapa Biosystems), starting with 200 ng of total RNA. The libraries were amplified for 10 cycles, quantified with Qubit, checked for size distribution (300 bp) by Bioanalyzer (Agilent), and subjected to qPCR analysis before and after library preparation. Libraries were sequenced paired-end (Illumina NextSeq 500, read length 43 bp). Reads were aligned to the mouse genome (mm10) with STAR version 2.5.2b (Dobin et al., 2013).

For differential gene expression analysis, negative control was compared to the knockdowns using DESeq2 v.1.18.1 (Love et al., 2014). We filtered differential genes with a cutoff of  $\log_2$ -foldchange>1 and padj<0.05 as for gene ontology analysis with DAVID v.6.7 (Huang et al., 2009).

For heatmap visualization and GSEA v.3.0, data log-cpm with EdgeR package v. 3.20.9 (Robinson et al., 2010).

All gene sets used for Gene Set Enrichment Analysis (Subramanian et al., 2005), were obtained by process search in the Gene Ontology database. Normalized and low-count filtered RNA-seq expression datasets were used as an input for the initial enrichment analysis, which initially compared si*Wdr5* vs. control (Figure 5). The basic parameters used were 1000 gene-set permutations to calculate the enrichment score by the log2-ratio of classes metric.

Subsequently, leading edge analysis (Mootha et al., 2003) was performed for *Wdr5* vs control. Leading edge refers to the core genes contributing to the enrichment score. These genes were extracted from each of the sets (cell cycle checkpoint, DNA repair, DNA repair homologous recombination and cell adhesion). Those core genes were further used to determine the leading edge genes of either si*Brca1*, si*Bard1* or si*Wdr5* vs. control (Figure S5). The overlap of leading edge genes between the 3 knockdowns is what we have depicted in Figure 6C.

## SUPPLEMENTAL REFERENCES

- Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., and Gingeras, T.R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15-21.
- Huang da, W., Sherman, B.T., and Lempicki, R.A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nature protocols* 4, 44-57.
- Jones, T.R., Kang, I.H., Wheeler, D.B., Lindquist, R.A., Papallo, A., Sabatini, D.M., Golland, P., and Carpenter, A.E. (2008). Cell-Profiler Analyst: data exploration and analysis software for complex image-based screens. *BMC bioinformatics* 9, 482.
- Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome biology* 15, 550.
- Lun, A.T., McCarthy, D.J., and Marioni, J.C. (2016). A step-by-step workflow for low-level analysis of single-cell RNA-seq data with Bioconductor. *F1000Research* 5, 2122.
- McCarthy, D.J., Campbell, K.R., Lun, A.T., and Wills, Q.F. (2017). Scater: pre-processing, quality control, normalization and visualization of single-cell RNA-seq data in R. *Bioinformatics* 33, 1179-1186.
- Mikkelsen, T.S., Wakefield, M.J., Aken, B., Amemiya, C.T., Chang, J.L., Duke, S., Garber, M., Gentles, A.J., Goodstadt, L., Heger, A., et al. (2007). Genome of the marsupial *Monodelphis domestica* reveals innovation in non-coding sequences. *Nature* 447, 167-177.
- Mootha, V.K., Lindgren, C.M., Eriksson, K.F., Subramanian, A., Sihag, S., Lehar, J., Puigserver, P., Carlsson, E., Ridderstrale, M., Laurila, E., et al. (2003). PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. *Nature genetics* 34, 267-273.
- Pascual-Vargas, P., Cooper, S., Sero, J., Bousgouni, V., Arias-Garcia, M., and Bakal, C. (2017). RNAi screens for Rho GTPase regulators of cell shape and YAP/TAZ localisation in triple negative breast cancer. *Scientific data* 4, 170018.
- Robinson, M.D., McCarthy, D.J., and Smyth, G.K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 26, 139-140.
- Subramanian, A., Tamayo, P., Mootha, V.K., Mukherjee, S., Ebert, B.L., Gillette, M.A., Paulovich, A., Pomeroy, S.L., Golub, T.R., Lander, E.S., et al. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proceedings of the National Academy of Sciences of the United States of America* 102, 15545-15550.

# Supplementary material for: WDR5, BRCA1, and BARD1 Co-regulate the DNA Damage Response and Modulate the Mesenchymal-to-Epithelial Transition during Early Reprogramming
**Source:** Stem Cell Reports. 2019 Mar 14;12(4):743–56. doi: 10.1016/j.stemcr.2019.02.006
**Supplement:** Document S2. Article plus Supplemental Information

# WDR5, BRCA1, and BARD1 Co-regulate the DNA Damage Response and Modulate the Mesenchymal-to-Epithelial Transition during Early Reprogramming

Georgina Peñalosa-Ruiz,<sup>1</sup> Vicky Bousgouni,<sup>2</sup> Jan P. Gerlach,<sup>1</sup> Susan Waarlo,<sup>1</sup> Joris V. van de Ven,<sup>1</sup> Tim E. Veenstra,<sup>1</sup> José C.R. Silva,<sup>3</sup> Simon J. van Heeringen,<sup>1</sup> Chris Bakal,<sup>2</sup> Klaas W. Mulder,<sup>1,4,\*</sup> and Gert Jan C. Veenstra<sup>1,4,\*</sup>

<sup>4</sup>Co-senior author

<https://doi.org/10.1016/j.stemcr.2019.02.006>

## SUMMARY

Differentiated cells are epigenetically stable, but can be reprogrammed to pluripotency by expression of the OSKM transcription factors. Despite significant effort, relatively little is known about the cellular requirements for reprogramming and how they affect the properties of induced pluripotent stem cells. We have performed high-content screening with small interfering RNAs targeting 300 chromatin-associated factors and extracted colony-level quantitative features. This revealed five morphological phenotypes in early reprogramming, including one displaying large round colonies exhibiting an early block of reprogramming. Using RNA sequencing, we identified transcriptional changes associated with these phenotypes. Furthermore, double knockdown epistasis experiments revealed that BRCA1, BARD1, and WDR5 functionally interact and are required for the DNA damage response. In addition, the mesenchymal-to-epithelial transition is affected in *Brca1*, *Bard1*, and *Wdr5* knockdowns. Our data provide a resource of chromatin-associated factors in early reprogramming and underline colony morphology as an important high-dimensional readout for reprogramming quality.

## INTRODUCTION

Somatic cells can be reprogrammed to pluripotency by artificial expression of four transcription factors: OCT4, SOX2, KLF4, and c-MYC (OSKM) (Takahashi and Yamanaka, 2006). With varying efficiency, induced pluripotent stem cells (iPSCs) can be derived from a wide variety of cell types and they can differentiate into all cell lineages. Thus, they represent a promising resource for tissue regeneration and disease modeling.

Reprogramming occurs in two transcriptional and epigenetic waves (Polo et al., 2012). During the first wave, cell proliferation increases, and cells must overcome senescence and apoptosis (Xu et al., 2016). Dramatic metabolic changes and fast proliferation trigger the DNA damage response (DDR) through activation of the p53 pathway, inducing apoptosis on cells carrying substantial DNA damage (Marion et al., 2009). In agreement, DDR and DNA replication complexes are highly induced (Hansson et al., 2012), and DDR proteins, such as BRCA1, are required for efficient reprogramming (Gonzalez et al., 2013; Hansson et al., 2012). Senescence is also a barrier for reprogramming (Utikal et al., 2009). Some aging hallmarks, such as eroded telomeres (Lapasset et al., 2011; Marion and Blasco, 2010) and senescence-associated epigenetic marks (Ocampo

et al., 2016) need to be reset by OSKM for efficient reprogramming. At the transcriptional level, the somatic program is silenced concurrent with the acquisition of epithelial characteristics (Li et al., 2010; Samavarchi-Tehrani et al., 2010). Transcriptional changes during these stages are quite heterogeneous, whereas the pluripotency program is activated in a sequential and hierarchical manner (Buganim et al., 2012). Some of the early upregulated pluripotency genes include *SSEA1*, and the epithelial genes *Cdh1* and *Epcam*, and *Sall4*. At this point, reprogramming intermediates have only partially acquired the pluripotency program (Silva et al., 2008). Most of the cells will be trapped in such stages and only a small proportion will progress toward full pluripotency (Polo et al., 2012). Reactivation of *Sox2* (Buganim et al., 2012), *Nanog*, and *Esrrb* occurs during the second transcriptional and epigenetic wave and is also rate limiting to complete reprogramming (Apostolou and Stadtfeld, 2018).

During these transcriptional waves, chromatin dynamics involves the interplay of chromatin modifiers, transcriptional regulators and OSKM binding activities. Initially, OSK bind to open enhancers in mouse embryonic fibroblasts (MEFs) and consequently co-repressors, such as NCOR/SMRT are recruited to silence somatic genes (Zhuang et al., 2018). Also during early phases, H3K4me2 is rapidly

deposited at some pluripotency-associated loci (Xu et al., 2016). Accordingly, SET-MLL methyltransferase complexes, including their core component WDR5, have been shown to be crucial to facilitate reprogramming through H3K4me2/me3 deposition at pluripotency-associated regulatory regions (Ang et al., 2011; Wang et al., 2016). Other stem cell regulators reside within H3K9me3 heterochromatic domains (Apostolou and Stadtfeld, 2018). In concordance, activities of H3K9 methyl transferases EHMT1/2, SUV39H1/2, and SETDB1 constitute roadblocks of reprogramming (Soufi et al., 2012; Sridharan et al., 2013), whereas H3K9 demethylases such as KDM3A/B and KDM4C are facilitators (Chen et al., 2013). These and many other key chromatin regulators have been identified by RNAi (Cacchiarelli et al., 2015; Qin et al., 2014; Xu et al., 2016).

Despite the progress that has been made in characterizing the molecular changes during reprogramming, it is not fully understood how these dynamic changes are orchestrated. We have used high-content screening to assess the role of ~300 chromatin-associated proteins in colony phenotypes during early reprogramming. The combination of small interfering RNA (siRNA) screening with high-content microscopy allows simultaneous measurement of multiple morphological phenotypes and can reveal new associations among pathways (Fischer et al., 2015; Sero and Bakal, 2017). A similar approach has previously been used to define new gene networks involved in the final phase of iPSC formation (Golipour et al., 2012). We measured more than 20 colony features, including number of colonies, expression of early pluripotency markers, and other morphological and texture features, after individual knockdown of 300 chromatin modifiers. Selected hits from the primary screening were subjected to a transcriptome-based secondary screen. We identify several chromatin-associated genes that act together in the DDR and the mesenchymal-to-epithelial transition (MET) during early reprogramming.

## RESULTS

### High-Throughput Analysis of the Early Phase of Reprogramming

Reprogramming is associated with major changes in cell morphology, in part due to the MET (Li et al., 2010). Thus, we asked whether chromatin-mediated changes would affect reprogramming efficiency, colony morphology, and expression of early pluripotency markers. Moreover, we wondered how chromatin-associated factors might work together, as revealed by their similarities in a high-dimensional phenotypic space upon knockdown (Mulder et al., 2012; Wang et al., 2012). To define a set of

relevant chromatin-associated factors for an siRNA screen (Figure 1A), we used expression data (Chantzoura et al., 2015) to select genes with robust expression in MEFs or at least 4-fold upregulated expression in reprogramming cells. The custom siRNA library comprised siRNAs targeting 300 chromatin-associated factors. For each target, three independent siRNAs were pooled for transfections (Table S1).

We were specifically interested in the early phase of reprogramming, as chromatin is known to confer epigenetic stability to somatic cells. To test the function of chromatin-associated genes in early reprogramming, we used a relatively fast reprogramming system (Esteban et al., 2010; Vidal et al., 2014) in which colonies can be detected after 6 days of reprogramming (Figures 1B and S1A). Day 6 colonies show round, symmetric morphologies and robust expression of early markers CDH1, SSEA1, and SALL4, with gene expression of *Nanog* and *Esrrb* appearing later (Figures S1B–S1D). The specific staining of CDH1 and SALL4, respectively, at the cell surface and in the nucleus, strongly increased between days 3 and 6 (Figures 1B and S1), representing a suitable readout for the early phase of reprogramming.

The expression of genes was knocked down using siRNAs in MEFs infected with an inducible OSKM cassette lentivirus. Reprogramming was induced with doxycycline (dox) for 6 days (Figure S1A). The siRNA library consisted of six 96-well plates, with each plate containing seven non-targeting (nt) siRNA negative controls and three positive controls (siRNAs targeting *Trp53*, *Oct4*, and *c-Myc*). The screen was performed in quadruplicate. After 6 days of reprogramming, samples were fixed, stained for CDH1 and SALL4, and imaged using an automated high-content microscope. This allowed quantitation of morphology features such as colony size, symmetry and shape, and marker intensities, but also texture features. After data processing and colony feature extraction, the data were Z score normalized per plate (Bakal et al., 2007) and subjected to further analysis (Figure 1A).

To test the system, we disrupted reprogramming by knocking down OSKM factors *Oct4* (si*Oct4*) and *c-Myc* (si*Myc*). We also knocked down *Trp53* (si*Trp53*), which is expected to enhance reprogramming (Marion et al., 2009). si*Oct4* and si*Myc* colonies are flat and irregularly shaped, and show less intense SALL4 and CDH1 staining compared with the control (Figure 1C). As expected, the number of colonies observed in si*Oct4* and si*Myc* in our Z score-ranked data was low (Figure 1D). The si*Trp53* control showed a variable but positive effect on the number of colonies. These data confirm that colony morphology and early marker expression can be used as a readout for a disruption in the early reprogramming network. The screening focuses on early reprogramming events, and therefore it is unlikely to capture factors required later to attain full pluripotency.

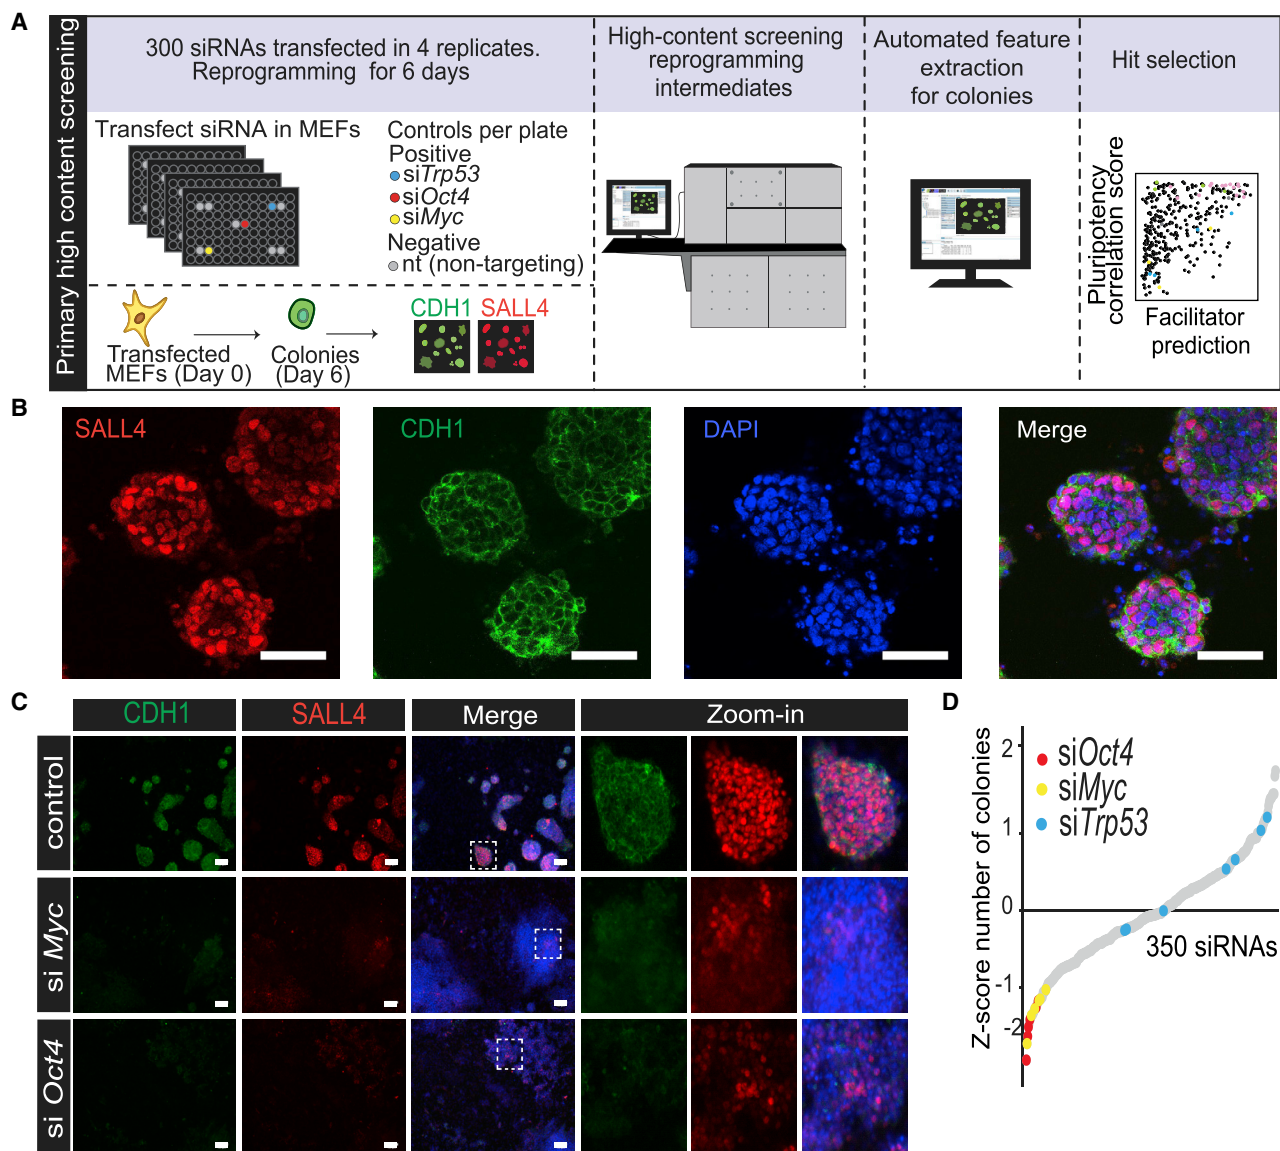

**Figure 1. High-Throughput Analysis of the Early Phase of Reprogramming**

(A) Experimental design of high-content imaging siRNA screen.

(B) Representative image showing an immunofluorescence of reprogramming intermediates at day 6 stained for pluripotency markers CDH1 and SALL4 with DAPI counterstain. Scale bars, 50  $\mu$ m.

(C) Comparison of colony phenotypes of control, siMyc and siOct4 cells at reprogramming day 6, stained for SALL4 and CDH1. Scale bars, 100  $\mu$ m (images on the right, 4 $\times$  zoom-in of inset).

(D) siRNAs in the whole screen ranked from low to high Z scores, based on the number of colonies. Positive controls are highlighted in colors. Each siRNA represents the average Z score from four replicates (independent transfections in the same experiment). There are 350 siRNAs because controls are included in the rank.

See also [Figure S1](#) and [Tables S1–S3](#).

### High-Content Microscopy Reveals Five Major Phenotypes of Colony Formation

The high-content analysis allowed us to measure a number of colony features ([Table S2](#)). This constitutes a multi-dimensional phenotypic space for analysis across many

conditions or perturbations ([Boutros et al., 2015](#)), and for the identification of functionally connected genes and processes ([Mulder et al., 2012; Wang et al., 2012](#)).

We first defined the set of most discriminating features based on feature-to-feature pairwise correlations

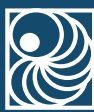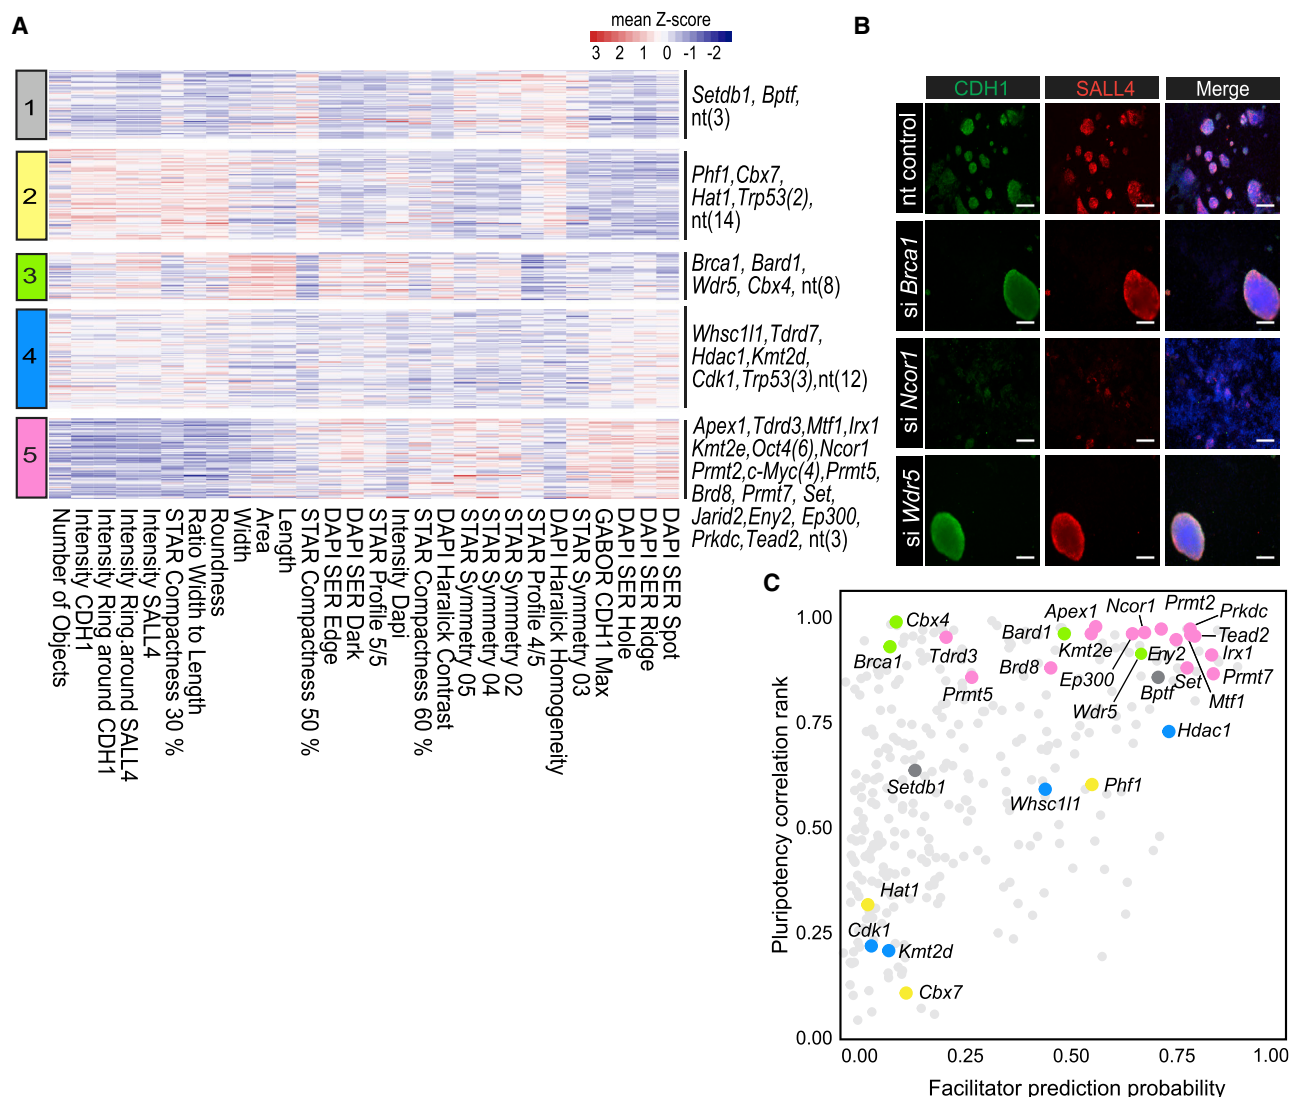

**Figure 2. High-Content Microscopy Screen Reveals Five Major Phenotypes of Colony Formation**

(A) An average Z score for selected high-content features was calculated from quadruplicate samples (independent siRNA transfections from same experiment) and represented in a heatmap. Features are clustered by Euclidean distance and rows are clustered by K-means. Cluster number (left) and hits of the screen and the controls (right, number in brackets) are indicated.

(B) Examples of knockdowns showing different phenotypes. Scale bars, 200  $\mu$ m.

(C) Pluripotency-associated hits were selected based on a combination of a probability prediction by machine learning based on known reprogramming facilitators (x), and a correlation analysis with the positive and negative controls (y). Selected top-hits are colored according to the cluster number (A; cf. Tables S3 and S4, Figure S2). Each data-point represents average of four replicates (A).

(Supplemental Information; Table S3). Using hierarchical (Figure S2) and K-means clustering (Figure 2A) we observed five main clusters that display different levels of pluripotency markers, number of colonies, symmetry features (ratio width to length, roundness), symmetry, threshold compactness, axial and radial (STAR) morphology features, and textural features (SER, Haralick, Gabor). Some textural features capture the distribution of intensity patterns across the image. These phenotypes

can be associated to structural changes in subcellular components (membranes, nucleoli, and chromatin). Other features or filters can detect how densely packed cells or cellular structures are (STAR features, see Supplemental Experimental Procedures). Although not all features have an intuitive biological interpretation, they are useful to discriminate cellular phenotypes and patterns not easily noted by the human eye in an unbiased manner (Boutros et al., 2015).

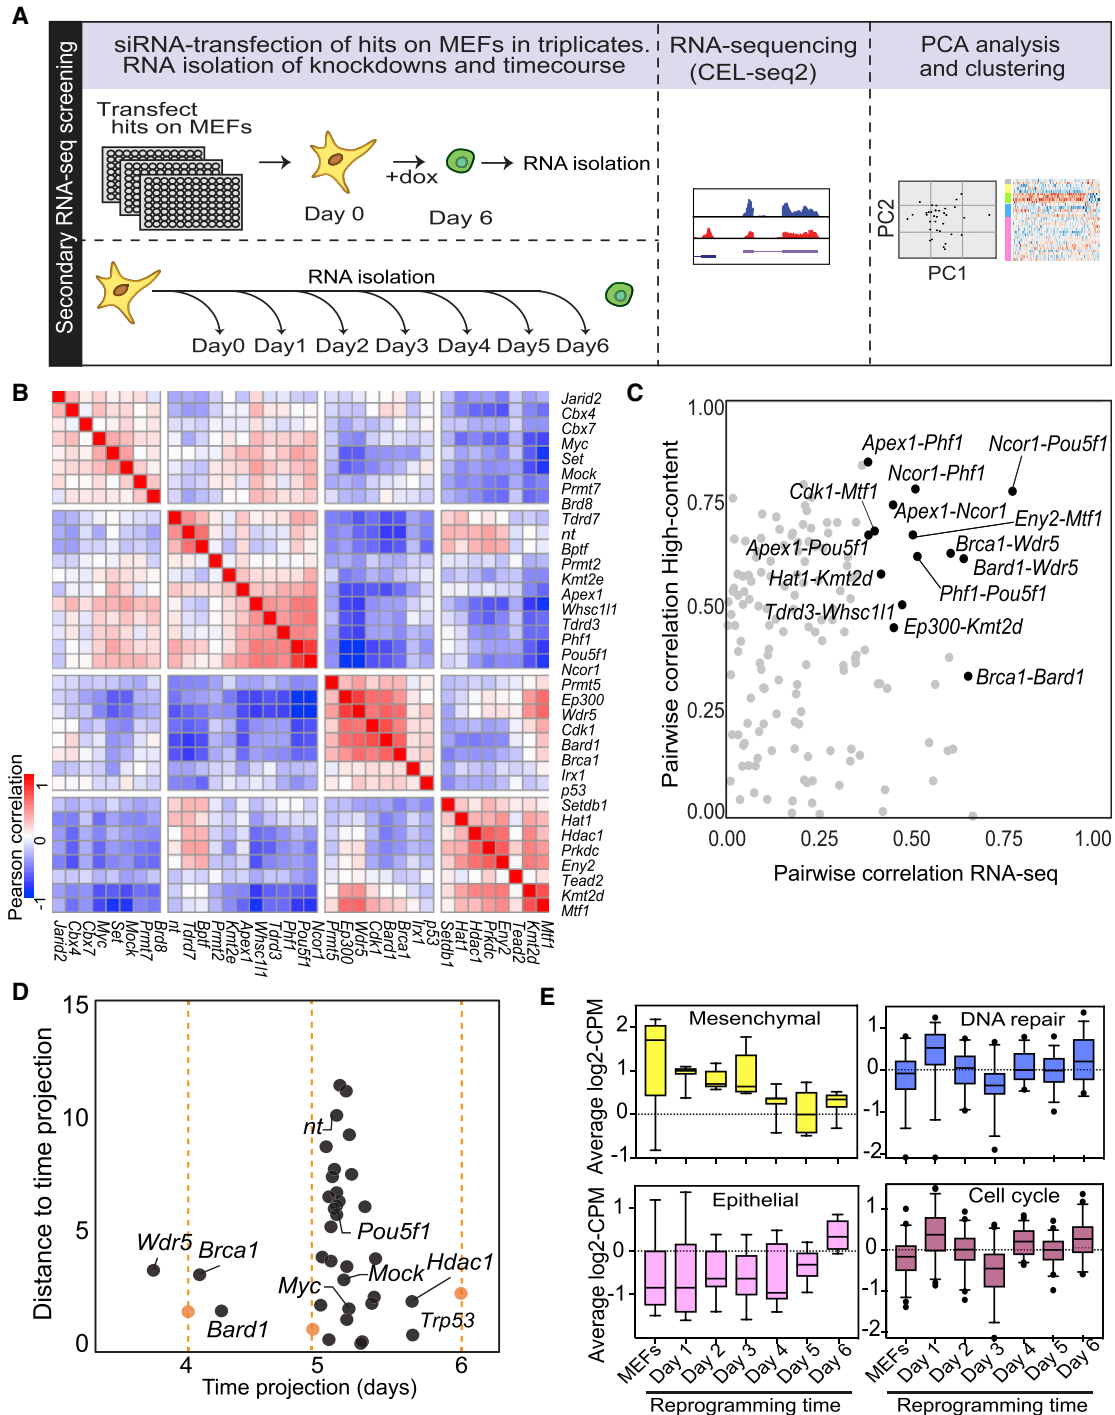

**Figure 3. Transcriptome-Based Secondary Screening and Time Course Expression Analysis**

(A) Overview of experimental design. Selected hits (30) and controls were transfected in triplicate and cultured until reprogramming day 6. The transcriptomes were analyzed together with a time series of control cells.

(B) siRNA-to-siRNA Pearson correlation heatmaps based on transcriptomes.

(C) Scatterplot representing pairwise siRNA correlations of gene expression values (x axis) and high-content imaging features (y axis). siRNA pairs with highest correlations in both approaches are highlighted.

(legend continued on next page)

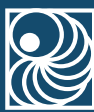

Cluster 1 knockdowns have few colonies, in addition to lower intensities for SALL4 and CDH1 compared with clusters 2–4, suggesting a potential defect in reprogramming. Cluster 1 also shows lower scores for nuclear texture features (DAPI SER), suggesting structural changes in nuclei. More than half of the nt controls are found in cluster 2, which shows a high number of small, round, and compact colonies, and a robust expression of CDH1 and SALL4 (Figures 2A and 2B). Cluster 3 displays fewer, large colonies (high width, area, length scores), impaired compactness (STAR compactness), and detectable SALL4 and CDH1 expression (Figure 2A, cf. *Brca1* and *Wdr5*, Figure 2B). For cluster 4, no dramatic changes are observed compared with cluster 2, except for some DAPI SER texture features that score lower in cluster 2. Clusters 2 and 4 can be considered normal reprogramming, since they include most nt controls. However, they could still contain some enhancer factors, since *siTrp53* also resides there. Cluster 5 is characterized by substantially lower SALL4 and CDH1 staining intensities and a low number of irregularly shaped, less round (ratio with-to-length), and less compact colonies (cf. *Ncor1*, Figure 2B). Phenotypes of cluster 5 suggest a severe reprogramming impairment, as confirmed by the presence of *siMyc* and *siOct4* controls in that cluster.

Positive controls present in our screening (*Trp53*, *Myc*, and *Oct4*) are key for reprogramming. We reasoned that knockdown (high content) phenotypes similar to those of controls could potentially indicate a role in reprogramming progression. Therefore, we individually correlated each of the knockdowns to the positive controls (*Trp53*, *Myc*, and *Oct4*) based on all high-content features shown in Figure 2A using Pearson correlation (Table S4). Correlation scores of each knockdown to the positive controls were combined into a single ranking score for each knockdown (Figure 2C, y axis; cf. Experimental Procedures, Table S4). From this approach, we selected the 20 top-ranking knockdowns (Figure 2C).

In addition, the high-content phenotypes associated with known reprogramming facilitators (Table S4) present in our library (e.g., *Tet2*, *Jarid2*, and *Setdb1*), were used to train two independent machine-learning algorithms. Based on the high-content phenotypes of these facilitators, the algorithms classify the rest of the knockdowns, assigning them a score. Such a score indicates how well each knockdown is predicted to facilitate reprogramming (Figure 2C, x axis; cf. Supplemental Information; Table S4). We selected candidates from among the top-score predictions, but also some lower ranking siRNAs, because they

may represent roadblocks rather than facilitators of reprogramming (Figure 2C and Table S4). In total, 30 siRNAs were selected for an orthogonal transcriptome screen.

### A Transcriptome-Based Secondary Screening Uncovers Highly Correlated Phenotypes

We hypothesized that the phenotypes observed by microscopy might be reflected in their transcriptomes. Cells were transfected with siRNAs in triplicate, and day 6 RNA samples were subjected to CEL-Seq2-based RNA sequencing (Hashimshony et al., 2016). In addition to the 30 knockdowns, we also sequenced a day-by-day reprogramming time course of control cells (Figure 3A).

We performed principal-component analysis (PCA) to visualize transcriptome similarity based on the top 200 most variable transcripts across all samples (Figure S4A). Using these most variable transcripts, knockdown samples were clustered based on pairwise Pearson correlations (knockdown-to-knockdown; Figure 3B). This revealed groups of knockdowns with highly correlated transcriptomes, as noted in the intense red squares (Figure 3B). To analyze how the high-content phenotypes relate to the transcriptomes, we also calculated pairwise correlations of the same 30 siRNAs based on all high-content features (Figure 3C). This identified knockdown pairs that correlated in both their colony phenotype and their transcriptome (Figure 3C, highlighted in black). The strongest correlations were observed between the *Ncor1-Oct4* pair and a triplet consisting of *Wdr5*, *Brca1*, and *Bard1*. siRNAs with similar phenotypes (transcriptome and colony morphology) may reveal functional interactions. Indeed, NCoR1 has been shown to interact physically with OCT4 and MYC (Zhuang et al., 2018). However, the functional relationships between *Brca1*, *Bard1*, and *Wdr5* were unknown, therefore we decided to follow up on the effects of these siRNAs.

We performed siRNA deconvolution experiments measuring the number of SALL4-positive colonies of three independent siRNAs for *Wdr5*, *Brca1*, and *Bard1* to exclude off-target effects. This analysis resulted in phenotypes similar to the pooled siRNAs in at least two out of three siRNA sequences with the same target (Figure S3). In addition, high knockdown efficiencies of the *Brca1*, *Bard1*, and *Wdr5* mRNA targets were verified at day 3 of reprogramming (Figure S3). As reprogramming is a dynamic process, we wondered how cells progress toward the iPSC state in each of the knockdown conditions. Notably, in the PCA analysis, principal component 2 (PC2) correlates strongly

(D) Progression of reprogramming in knockdown cells (black) compared with cells of the time course (orange), based on PCA analysis of the transcriptomes and the projection of all data points on a curve fitted to the time course.

(E) Boxplots representing log transformed and normalized gene expression values from the CELSeq2 time course dataset show expression of different groups of genes (Experimental Procedures, Table S5, Figures S3 and S4). The box represents the interquartile range and the line is the median. (B)–(E) Averages of three independent RNA sequencing replicates.

with time ( $r^2 = 0.81$ ; Figures S4A and S4B). To model the reprogramming progression in each knockdown, we fitted a polynomial function to the time course data, and projected all other data on this fitted time line by shortest distance (Figures 3D and S4C; Experimental Procedures). The distance to the time line reflects transcriptome changes that are unrelated to progression of reprogramming. Such effects are to be expected as the siRNA library consisted of epigenetic and transcriptional regulators that may also affect processes not directly related to reprogramming. Most siRNA knockdowns, including the nt and mock transfected controls, have a transcriptome that is similar to control cells between day 5 and 6 of reprogramming, indicating a mild non-specific effect of transfection. Silencing *p53* and *Hdac1* modestly speeds up reprogramming relative to nt controls (Figure 3D). *Wdr5*, *Brca1*, and *Bard1*, show a strong delay in reprogramming with a short distance to the time projection of control cells, suggesting that most expression differences in these siRNA cells are due to the delay in reprogramming. si*Wdr5* cells were comparable with normal cells between day 3 and 4, while si*Bard1* and si*Brca1* cells were between day 4 and 5 (Figure 3D).

How the deposited data were processed for this re-analysis (not part of the article)

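The data are 16 bulk RNA sequencing libraries of mouse embryonic fibroblasts reprogrammed with an inducible OSKM cassette: nt control, siWdr5, siBrca1 and siBard1 cells at day 3 and day 6, with 2 libraries per group from independent experiments. All 16 sample columns of the deposited table were used. The authors depleted ribosomal RNA, sequenced the libraries paired-end, aligned the reads to the mouse genome mm10 with STAR and computed log-CPM with edgeR, in the versions given in the paper's methods. The deposited values are log2 CPM for 18990 genes, already scaled between libraries, filtered for low counts and raised by a small prior count. The authors called differentially expressed genes with DESeq2 from read counts, which are not used here. The read counter, the annotation and the filter are not stated in the paper's methods.

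The values of every library were turned back into read counts. All of them came out as whole reads (100%), with a largest distance from a whole number of 6.83e-05 for all but the most expressed genes. This gave library sizes of 11169738 to 26832534 reads (median 14618683.5), scaling factors of 0.925 to 1.12 and priors of 1.57 to 3.57 reads. A gene with 3 reads, the floor used here, lies at 0.115 to 0.260 CPM before the prior is added. With the prior, a gene with no reads already stands at −2.87 log2 CPM in each library. In the whole table 336 genes have fewer than 50 reads in all libraries together, and 1 has none. The 10 genes with most reads hold 16.9% to 25.7% of a library. CPM values in the text are 2 to the power of the deposited values and so include the prior. Because introduced and endogenous *Pou5f1*, *Sox2*, *Klf4* and *Myc* are counted together, their values do not separate the cassette from the cells' own genes. In the table 7 symbols stand for 2 genes each.

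Genes with a mean log2 CPM of at least 0 over the 16 libraries were tested (14028 genes). For each day, limma 3.58.1 in R 4.3.3 was fitted to the deposited values of the 8 libraries with 1 mean per group, and moderated with a trend on the mean expression. The knockdowns of a day thus share 1 standard error per gene. It takes in the spread of every group, that of the uneven siBrca1 replicates included. P-values are two-sided and adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at adjusted p < 0.05 and an absolute log2 fold change above 1. The difference between the day 6 and the day 3 change (interaction) and the change of the nt control from day 3 to day 6 were tested in 1 model of all 16 libraries. Gene sets were tested with fgsea 1.28.0, ranked by log2 fold change with gene-set permutation and random seed 1, and adjusted over 10 sets, 3 knockdowns and 2 days. Of these sets 1 is not reported here. The sets are the mouse Reactome sets that come with fgsea, since the GO sets of the paper are not used here, and they were chosen after reading the paper and Table S6. Translation had 148 of its 233 members tested and Interferon alpha/beta signaling 12 of 27. Set medians were compared with 10000 random sets of genes matched on expression in bins of 100 genes. This comparison and the gene-set permutation treat genes as independent and leave out the spread between replicates, so neither measures reproducibility. For the lists drawn in the figures, p-values were adjusted over all genes tested and also over the list alone. Correlations between knockdowns use a separate nt control library for each. Gene coordinates, transcript lengths, GC content and 3′ UTRs come from GENCODE vM21, a mm10 annotation that need not be the one the authors used. It places *Wdr5* on chromosome 2 (27515157 to 27536535), *Brca1* on chromosome 11 (101488764 to 101551955) and *Bard1* on chromosome 1 (71027498 to 71103146).

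The replicates of a group come from independent experiments, and replicates of different groups carry the same numbers. A model with the replicate number as a block was therefore fitted as an alternative, with 1011, 1900 and 343 genes called in siWdr5, siBrca1 and siBard1 at day 3. The replicate differences of pairs of groups were compared across genes (mean r 0.02 at day 3 and 0.11 at day 6). Other alternatives were no filter, a mean log2 CPM of at least 2, a model of the 4 libraries of the compared groups or of all 16, moderation without a trend, pseudocounts of 1 and 0.1 CPM, centring each library on its median gene, quantile normalization, no fold change threshold, limma-voom on the recovered reads, other rankings for the gene sets, and leaving out replicates in turn. Comparisons, tests, alternatives, gene lists and the rule for named genes were set before the data were examined, apart from leaving out replicates for single genes, the use of the alternatives of the gene calls for the transcripts in Fig. 4D, the choice of *Ccna2* for the gene drawn as Cyclin A1, the choice of which named genes are given with full statistics, and the tests named as later choices in the closing parts. Under the rule, the genes named are those that the paper names for the bulk RNA sequencing or draws in Figures 4D, 6A, 6C, 6D, 6E and S5A, the OSKM genes, *Nanog* and *Esrrb*, and for each knockdown at day 3 the 5 called genes with the largest rise and the 5 with the largest fall among those that changed the same way in both pairs of same-numbered libraries.

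The steps were tested on simulated data with 200 genes changed by 1.5 on the log2 scale in 1 group. At day 3, 188 of the 200 were called (94.0%) among 189 calls, at day 6 184 (92.0%) among 188, and an unchanged comparison gave 0 calls at either day. A set of 60 genes lowered by 0.3 reached a normalized enrichment score of −2.69 at day 3 and −2.58 at day 6, and an unchanged set gave fgsea permutation p-values of 0.282 and 0.287. Replicates differed by more than read sampling alone, by a factor of 6.02 to 31.6 (chi-square over degrees of freedom), and their log2 values correlated with r from 0.980 to 0.994. With 2 libraries per group no sample could be tested as an outlier and no regrouping of samples is informative. *Dsc3*, *Dsg3* and *Krt1* were below the expression limit. The fibroblasts before induction in Fig. S5A, the CEL-Seq2 data and the DAVID analysis of GO terms are not analysed here.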

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

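Of the tests in this part, those of a worn-off knockdown at day 6 and of 1 transcript carrying the 4 factors were chosen only after the results were seen. Every test was chosen after the counts of called genes, the principal components and the levels of some genes were known.

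The response to the knockdowns differed between the days. At adjusted p < 0.05, the change at day 6 differed from that at day 3 for 622 genes in siWdr5 (477 with a positive and 145 with a negative difference), 2878 genes in siBrca1 (1438 and 1440) and 7 genes in siBard1 (3 and 4). These counts and their direction are uneven in how firmly they stand. The surplus of positive differences in siWdr5 turned with centred libraries (109 and 216), quantile normalization (207 and 245) and no trend (7 and 14). In siBrca1 centred libraries gave 1311 and 1823. In siWdr5 the count fell to 21 when the moderation had no trend on expression and to 325 with centred libraries, and with the replicate block it was 710. In siBrca1 it ranged over the alternatives from 2305 to 3134. In siBard1 it ranged from 2 (*Lipg* and *Slit1*, named after their values were seen, without the trend) to 93 with the replicate block. At unadjusted p < 0.05, 3323, 4899 and 2694 genes differed.

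In siBrca1 and siBard1 most day 3 changes were not called at day 6, where siBrca1 had 0 called genes (1123 at unadjusted p < 0.05) and siBard1 10. Depth was tested by thinning each day 3 library to the reads of its day 6 counterpart where that had fewer. This left 1858 called genes in siBrca1 (1878 before) and 330 in siBard1 (314 before), so fewer reads at day 6 do not account for the loss. A larger spread between replicates at day 6 (median standard error 0.17 against 0.15 at day 3) would leave the changes themselves as large as before. This standard error is shared by the knockdowns of a day. The siBrca1 replicates of day 6 differed most of all groups, by a factor of 31.6 beyond read sampling. Over the genes called at day 3 the slope of the day 6 on the day 3 change was 0.140 in siBrca1, where the changes themselves shrank, and 0.306 in siBard1, where the share due to spread could not be told. Both slopes are lowered by choosing genes for their day 3 change. Another test looked at the targeted transcripts, which at day 6 were at a log2 fold change of 0.013 (*Brca1* in siBrca1) and 0.11 (*Bard1* in siBard1). In siBrca1 the loss of the transcriptome changes may therefore follow the recovery of the targeted transcript. In siBard1 neither the loss nor the recovery is settled. Only 7 genes differed between the days there, and the day difference of *Bard1* did not pass (interaction 0.72, adjusted p = 0.188). Its mesenchymal genes of Fig. 6E had medians of 0.52 at day 3 and 0.49 at day 6. Its homologous recombination genes of Fig. 6C moved from −0.39 to 0.07 (−0.01 with centred libraries). Against a simple link between transcript recovery and lost changes, *Wdr5* in siWdr5 was only 0.27 log2 units below the control at day 6. Leaving out 1 library placed this change at −0.39 to −0.15, while 678 genes were called in siWdr5.

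The paper reports differentially expressed genes at day 3. At day 6, 678 genes were called in siWdr5 (467 higher and 211 lower), and 10 in siBard1, all 10 higher. Of the 989 genes called in siWdr5 at day 3, 279 were also called at day 6 in the same direction, and the day 6 changes of the 989 had a slope of 0.582 on those of day 3, which is lowered by choosing genes for their day 3 change. Scaling between libraries was tested with quantile normalization, which left 629 called genes in siWdr5. The siWdr5 count ranged over the alternatives from 442 (mean log2 CPM of at least 2) to 3060 (no fold change threshold), and that of siBard1 from 0 without the trend (1800 at unadjusted p < 0.05) to 75 with all 16 libraries in the model. A delay along the normal course was tested as a biological explanation: across genes, the slope of the siWdr5 day 6 change on the change of the nt control from day 3 to day 6, with separate control libraries, was −0.34. What both nt control libraries of day 6 share still enters both changes. With this limit, the slope is consistent with siWdr5 cells lagging behind the control, as a hypothesis from the same data. The slopes of siBrca1 (−0.07) and siBard1 (−0.15) were looked at afterwards. At day 6 both nt control libraries were smaller than both siWdr5 libraries, so depth and group cannot be separated for low genes.

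*Pou5f1*, *Sox2*, *Klf4* and *Myc*, counted from cassette and endogenous genes together, were lower at day 3 by a mean log2 fold change of −0.64 in siWdr5, −1.06 in siBrca1 and −1.03 in siBard1. Each of the 4 genes was lower in each knockdown, also with centred and quantile-normalized libraries. Without the trend, none of them passed adjusted p < 0.05 in siWdr5, nor did *Sox2* and *Myc* in siBard1. Quantile normalization gave means of −0.83, −1.30 and −1.13, so scaling between libraries does not account for the fall. That 1 transcript carries the 4 factors was tested on the differences between the replicates of the 8 groups. *Pou5f1* and *Sox2* moved together with r = 0.973 (exact permutation p = 0.000124, adjusted p = 0.000248 over 4 relations, rho = 0.976, r = 0.973 without the 2 groups farthest from the median). The fall may thus lie in the level of the introduced cassette, through its induction, its silencing or the share of cells that carry it, and these were not told apart. Whether the rest of the day 3 profile follows the factor level was tested between the siBard1 replicates, whose factor levels differ. Across genes, replicate 2 minus replicate 1 had r = −0.023 with the siWdr5 change and r = −0.13 with the siBrca1 change. The sign was not set against which replicate held less of the factors, so this test does not decide the question. At day 6 the medians of the 4 genes were −0.54 in siWdr5, −0.54 in siBrca1 and 0.02 in siBard1, the last turning to −0.06 with centred and −0.10 with quantile-normalized libraries.

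The 55 replication-dependent histone genes that were tested had a median log2 fold change at day 3 of −1.19 in siWdr5, −1.58 in siBrca1 and −0.79 in siBard1, with 53, 53 and 51 of them lower, and equally many with centred and with quantile-normalized libraries. Since these transcripts are made in S phase, this is consistent with fewer cells in S phase at day 3. At day 6, 53, 48 and 42 were lower (medians −0.53, −0.28 and −0.13), and Cell Cycle genes had medians of −0.0085, 0.042 and 0.11, with centred libraries −0.077, 0.014 and 0.039, and after quantile normalization −0.12, −0.0093 and 0.015. The set scored −1.23 (adjusted p = 0.0300, range over the alternatives 6.53e-13 to 0.101), 0.62 (adjusted p = 1) and 1.44 (adjusted p = 0.000501, range 3.81e-09 to 1). In siWdr5 the score places the set below a background that was raised (median of random sets 0.17), while a fall of its own genes depended on the scaling. Of the 465 genes 235 were lower, against 257 with centred and 289 with quantile-normalized libraries. At adjusted p < 0.05, 44 lower and 51 higher genes passed. The median was −0.025 without replicate 1 and 0.045 without replicate 2. In siWdr5 at day 6 *Mki67* was higher (0.64, adjusted p = 0.0328, range over the alternatives 0.00398 to 0.144). The link to S phase is therefore open at day 6. Histone genes are near-identical copies that share reads, so their number does not count as independent evidence. Their transcripts carry no poly(A) tail, and the share of such transcripts that a ribosomal depletion keeps was not tested, so that this pattern cannot be told apart from a difference in RNA preparation.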

How the results depend on the processing

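The fits that leave out replicates for single genes were chosen only after the result was seen, as were their measure of spread and the use of the alternatives of the gene calls for the transcripts in Fig. 4D, and each other alternative in this part was set earlier.

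For the values that answer a comparison, 690 alternative values kept their direction and their side of the threshold or moved less than the spread, 66 moved further, 25 reversed, 21 passed the threshold where the main value did not, and 10 no longer passed. For single named genes, 1109 stayed, 50 no longer passed, 17 newly passed and 4 reversed. The gene values that left out replicates were set against the SD between libraries of both groups, within which they lie by arithmetic, so that these fits show no stability. Cell Cycle in siWdr5 at day 6 had no score when ranked by the moderated t, with or without the replicate block, and is not reported there. Except where a value shows it, the cause of a change was not tested.

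The number of called genes depended on the fold change threshold and the expression filter. With no fold change threshold there were 4913 (siWdr5), 6620 (siBrca1) and 2039 (siBard1) genes at day 3, and 3060 in siWdr5 at day 6. With a mean log2 CPM of at least 2, the count was 622 in siWdr5 and 183 in siBard1 at day 3, and 442 in siWdr5 and 17 in siBard1 at day 6. With log2(CPM + 1) it was 626 in siWdr5 and 166 in siBard1 at day 3. In siBrca1 at day 6 the main count of 0 (1123 at unadjusted p < 0.05) became 1 in a model of 4 libraries and 16 with all 16 libraries. The 1 gene was *Myh11*, named after its values were seen. For siBard1 at day 6 the count of 10 became 75 with all 16 libraries, 33 with the replicate block, 6 with centred libraries, 6 with limma-voom, 1 with quantile normalization (*Stat5a*, named after its values were seen) and 0 without the trend (1800 at unadjusted p < 0.05). The interaction count of siWdr5 (622) became 325 with centred libraries and 21 without the trend, and that of siBard1 (7) became 93 with the replicate block, 35 with centred libraries, 27 with quantile normalization and 2 without the trend (*Lipg* and *Slit1*).

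Of the transcripts in Fig. 4D at day 3, *Bard1* in siBard1 no longer passed with centred libraries (−0.60, adjusted p = 0.0523, range over the alternatives 0.00320 to 0.130). *Brca1* in siBard1 passed in a model of 4 libraries (−0.38, adjusted p = 0.0168, range 0.0168 to 0.420). These ranges include the alternatives of the gene calls, which were looked at for these transcripts only later. Under those, *Bard1* in siBard1 also did not pass with no filter, all 16 libraries or no trend, and *Wdr5* in siBard1 (range 0.00272 to 0.0582) and *Brca1* in siWdr5 (range 1.49e-06 to 0.0635) did not pass with no trend. At day 6 these transcripts lay close to 0 and changed sign easily. Quantile normalization gave −0.040 for *Brca1* in siWdr5, −0.046 for *Brca1* in siBrca1 and −0.061 for *Wdr5* in siBard1, and centring gave −0.015 for *Brca1* in siBrca1.

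At day 3, DNA Repair, Homologous Recombination Repair, Cell Cycle Checkpoints, Cell Cycle, Extracellular matrix organization, Integrin cell surface interactions and Smooth Muscle Contraction kept their direction and passed the threshold in each knockdown under each of 5 alternatives. The highest adjusted p among these sets was that of Homologous Recombination Repair in siBard1 after quantile normalization (0.0303, range over the alternatives 0.00146 to 0.0303). Values given here without a day belong to day 6. With ranking by the moderated t, DNA Repair in siWdr5 (−1.42), Cell Cycle Checkpoints in siWdr5 (−1.34), Translation in siBrca1 at day 3 (−1.47), Interferon alpha/beta signaling in siWdr5 (1.70) and Interferon alpha/beta signaling in siBrca1 (1.60) newly passed. With ranking by the moderated t, Translation in siBrca1 (−1.21) no longer passed. With ranking by the moderated t, Homologous Recombination Repair in siBrca1 (0.91) and Translation in siBard1 (0.51) reversed. With cameraPR of limma, DNA Repair in siWdr5 (−0.75) and Interferon alpha/beta signaling in siBrca1 (1.09) newly passed. With cameraPR of limma, Cell Cycle in siWdr5 (−0.49), Integrin cell surface interactions in siBard1 (0.49) and Translation in siBrca1 (−0.33) no longer passed. With cameraPR of limma, Homologous Recombination Repair in siBrca1 (0.13) reversed. With ranking by the moderated t with the replicate block, DNA Repair in siWdr5 (−1.42), Cell Cycle Checkpoints in siWdr5 (−1.46), Translation in siBrca1 at day 3 (−1.43), Interferon alpha/beta signaling in siWdr5 (1.78) and Interferon alpha/beta signaling in siBrca1 (1.59) newly passed. With ranking by the moderated t with the replicate block, Homologous Recombination Repair in siBrca1 (0.80) reversed. With a mean log2 CPM of at least 2, DNA Repair in siWdr5 (−1.45), Cell Cycle Checkpoints in siWdr5 (−1.43), Interferon alpha/beta signaling in siWdr5 at day 3 (1.65) and Interferon alpha/beta signaling in siWdr5 (1.86) newly passed. With a mean log2 CPM of at least 2, Cell Cycle Checkpoints in siBard1 (1.26) no longer passed. With quantile normalization, DNA Repair in siWdr5 (−1.69), Cell Cycle Checkpoints in siWdr5 (−1.92), Translation in siBrca1 at day 3 (−2.23) and Translation in siBard1 (−1.91) newly passed. With quantile normalization, Cell Cycle Checkpoints in siBard1 (0.64), Cell Cycle in siBard1 (0.63) and Interferon alpha/beta signaling in siBard1 (1.43) no longer passed. With quantile normalization, DNA Repair in siBard1 (−0.64), Homologous Recombination Repair in siWdr5 (−0.67), Cell Cycle Checkpoints in siBrca1 (−0.47) and Cell Cycle in siBrca1 (−0.98) reversed. For cameraPR these are differences in mean t and not normalized enrichment scores.

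In the lists of the figures at day 3, the median of the mesenchymal genes in siWdr5 was 0.98 with centred libraries, 0.69 after quantile normalization and 0.91 with log2(CPM + 1), against 0.92. The epithelial genes in siWdr5 were at −0.36 with log2(CPM + 1), against −0.77. The proliferation genes in siWdr5 were at −0.81 after quantile normalization, against −0.66, and in siBard1 2 of them passed with centred libraries (*Mcm2* and *Cdkn1a*) against 1 (*Mcm2*). With the replicate block 2 homologous recombination genes passed in siBard1, *Nabp2* and *Rpa2*. The correlations between knockdowns were 0.715, 0.708 and 0.776 when they shared the control libraries and 0.742, 0.698 and 0.763 for genes with a mean log2 CPM of at least 2. Sharing the control libraries adds the same control noise to both axes.

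Leaving out 1 library gave these lowest and highest log2 fold changes over 4 fits at day 6. In siWdr5 they were *Wdr5* −0.39 to −0.15, *Brca1* −0.074 to 0.29 and *Bard1* −0.17 to 0.15. In siBrca1 they were *Wdr5* −0.18 to −0.033, *Brca1* −0.17 to 0.19 and *Bard1* −0.21 to 0.27. In siBard1 they were *Wdr5* −0.090 to 0.24, *Brca1* −0.041 to 0.32 and *Bard1* −0.053 to 0.26. In siBard1 at day 3, the same range was *Epcam* −0.84 to 0.073, *Krt8* −0.70 to 0.48 and *Tgfb1* −0.031 to 0.40. *Snai1* there ran from 0.11 to 0.67 and *Cdh1* from −0.69 to −0.20. In siBrca1 at day 3, the range was *Krt8* −1.44 to −0.26, *Epcam* −2.04 to −0.87, *Mki67* −1.66 to −0.73 and *Pcna* −1.87 to −0.91. *Krt8* in siWdr5 ran from −1.82 to −0.64 at day 3 and from −1.29 to −0.42 at day 6. Leaving out replicate 1 or replicate 2 of all groups gave 2 medians per set. Only part of the sets and lists is given here, so one that is not given need not be stable. For DNA Repair these were at day 6 siWdr5 −0.064 to −0.019 and siBard1 0.074 to 0.078. For Homologous Recombination Repair these were at day 3 siWdr5 −0.48 to −0.39, siBrca1 −0.85 to −0.61 and siBard1 −0.30 to −0.19, and at day 6 siBrca1 0.049 to 0.11. For Cell Cycle Checkpoints these were at day 3 siBrca1 −0.31 to −0.29 and siBard1 −0.13 to −0.11, and at day 6 siWdr5 −0.021 to −0.020. For Cell Cycle these were at day 3 siBard1 −0.19 to −0.17, and at day 6 siWdr5 −0.025 to 0.045 and siBard1 0.11 to 0.12. For Extracellular matrix organization these were at day 3 siWdr5 0.598 to 0.602 and siBard1 0.20 to 0.42. At day 6 they were siWdr5 0.46 to 0.65 and siBrca1 0.13 to 0.16. For Integrin cell surface interactions these were at day 3 siWdr5 0.57 to 0.61 and siBrca1 0.59 to 0.63, and at day 6 siBrca1 0.11 to 0.13. For Translation these were at day 6 siBrca1 −0.12 to 0.023 and siBard1 −0.046 to 0.056. For Interferon alpha/beta signaling these were at day 3 siWdr5 0.16 to 0.27 and siBrca1 0.25 to 0.27, and at day 6 siBrca1 0.20 to 0.22 and siBard1 0.26 to 0.28. For the lists of the figures at day 3, homologous recombination genes were at −0.93 to −0.82 in siWdr5 and −1.45 to −0.90 in siBrca1. Signaling genes in siWdr5 were at 1.13 to 1.23. Proliferation genes were at −0.68 to −0.58 in siWdr5 and −1.53 to −0.75 in siBrca1. Epithelial genes were at −0.94 to −0.42 in siWdr5, −0.70 to −0.28 in siBrca1 and −0.47 to −0.16 in siBard1.

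Depth limits the genes with few reads. The 3 reads of the floor equal 0.115 to 0.260 CPM before the prior is added, and 336 genes have fewer than 50 reads in all libraries together. With 2 libraries per group a gene needs a large or even change to pass. Centring changed the share of higher genes among those called in siWdr5 from 58.1% to 67.9% at day 3 and from 68.9% to 59.8% at day 6.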

Differences from the paper's values

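None of the tests in this part was chosen after the result was seen, apart from the choice of *Ccna2* and of which genes are compared with the paper's statements.

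The paper gives 205 differentially expressed genes for the *Bard1* knockdown at day 3, and limma called 314. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with no filter (225), a mean log2 CPM of at least 2 (183), all 16 libraries (277), no trend (249), log2(CPM + 1) (166), log2(CPM + 0.1) (294) and quantile normalization (299). It did not with 4 libraries (350), the replicate block (343), centred libraries (318), no fold change threshold (2039) or limma-voom (353).

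For siWdr5, the paper lists 231 downregulated genes in Table S6, against 414 here. Of the alternatives set before the data were examined, a mean log2 CPM of at least 2 (260), log2(CPM + 1) (214) and centred libraries (332) came within 1.5 times the paper's count. No filter (419), 4 libraries (448), all 16 libraries (407), the replicate block (432), no trend (356), log2(CPM + 0.1) (395), quantile normalization (359), no fold change threshold (2352) and limma-voom (453) did not. The paper's text gives 753 differentially expressed genes for this knockdown and its Table S6 lists 742, against 989 here. That count is within 1.5 times the paper's, but no filter (1187) and no fold change threshold (4913) are not.

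For siBard1, the paper lists 51 downregulated genes in Table S6, against 92 here. Of the alternatives set before the data were examined, no trend (51) gave the paper's number, and no filter (37), a mean log2 CPM of at least 2 (49) and log2(CPM + 1) (46) came within 1.5 times of it. The others did not: 4 libraries (120), all 16 libraries (79), the replicate block (109), log2(CPM + 0.1) (87), centred libraries (82), quantile normalization (85), no fold change threshold (823) and limma-voom (126).

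In siBard1 at day 3, some genes that the paper describes or draws as changed in the knockdowns did not pass adjusted p < 0.05. These were *Cdh1* (−0.44, adjusted p = 0.152), *Epcam* (−0.38, adjusted p = 0.498, range over the alternatives 0.316 to 0.631), *Krt8* (−0.11, adjusted p = 0.882, range 0.826 to 0.921), *Mki67* (−0.17, adjusted p = 0.594, range 0.233 to 0.714), *Pcna* (−0.45, adjusted p = 0.164), *Cdkn1a* (0.29, adjusted p = 0.0817), *Chek1* (−0.43, adjusted p = 0.136) and *Brca1* (−0.38, adjusted p = 0.258). To these come *Ccna2* (−0.29, adjusted p = 0.458), *Tgfb1* (0.19, adjusted p = 0.548, range 0.446 to 0.643), *Snai1* (0.39, adjusted p = 0.0894, range 0.0545 to 0.215), *Snai2* (0.43, adjusted p = 0.111), *Twist1* (−0.05, adjusted p = 0.856, range 0.820 to 0.926) and *Twist2* (0.04, adjusted p = 0.871, range 0.778 to 0.887). A model of 4 libraries called *Cdh1* (adjusted p = 0.0414, range 0.0414 to 0.278), *Pcna* (0.00496, range 0.00496 to 0.333), *Chek1* (0.0139, range 0.0139 to 0.245), *Brca1* (0.0168, range 0.0168 to 0.420), *Ccna2* (0.0332, range 0.0332 to 0.613), and *Snai2* (0.0464, range 0.0464 to 0.218), while centred libraries called *Cdkn1a* (0.0354, range 0.0354 to 0.161). The main fit gives every knockdown the same standard error per gene, which takes in the spread between the siBrca1 replicates. Apart from *Twist1*, the genes listed for siBard1 changed in the direction that the paper describes for their kind.

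Of the 18 homologous recombination genes that the paper draws as lower, 0 passed in siBard1 (10 at unadjusted p < 0.05). With the replicate block 2 did, *Nabp2* (adjusted p = 0.0239, range 0.0239 to 0.159) and *Rpa2*. All 16 libraries also called *Nabp2*, and a mean log2 CPM of at least 2 called *Blm*. limma-voom called *Nabp2*, *Rpa2*, *Blm*, *Mcm8*, *Rad51ap1* and *Rad54l*. A model of 4 libraries called these and *Chek1*, *Brca1*, *Polq*, *Cdc45* and *Cdc7*.

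In siWdr5, *Cdkn1a* did not pass (0.22, adjusted p = 0.127), except in a model of 4 libraries (0.0212) and with centred libraries (0.0265), over a range up to 0.483. *Tgfb1* did not pass (0.51, adjusted p = 0.0538, range 0.00360 to 0.124), except with a mean log2 CPM of at least 2, 4 libraries, the replicate block (0.0391), centred libraries and quantile normalization. *Twist2* did not pass (0.40, adjusted p = 0.0505, range 0.0186 to 0.0639), except with a mean log2 CPM of at least 2, 4 libraries, no trend, centred libraries, quantile normalization and limma-voom. Nor did *Twist1* (0.02, adjusted p = 0.923, range 0.651 to 0.949), *Spidr* (−0.19, adjusted p = 0.293, range 0.162 to 0.474), *Rad51b* (−0.55, adjusted p = 0.104, range 0.0520 to 0.148) and *Mcmdc2* (−0.65, adjusted p = 0.110, range 0.0452 to 0.180), of which 4 libraries called *Mcmdc2*. In siBrca1, *Krt8* did not pass (−0.85, adjusted p = 0.0864), except with the replicate block (0.0423, range 0.0423 to 0.192). *Rad51b* did not (−0.58, adjusted p = 0.0719, range 0.0401 to 0.106), except with all 16 libraries and no trend. Nor did *Spidr* (−0.30, adjusted p = 0.0896, range 0.0578 to 0.137), *Twist1* (0.14, adjusted p = 0.442, range 0.342 to 0.616) and *Twist2* (0.15, adjusted p = 0.408, range 0.253 to 0.455).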

Other observations

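Of the tests in this part, those of *Brca1* and *Bard1* among cell cycle genes, of *Wdr5* among genes of similar expression, of the siBrca1 replicates, of ribosomal RNA removal and of mitochondrial transcripts were chosen only after the result was seen.

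That siWdr5 lowered *Brca1* and *Bard1* through a general fall of cell cycle genes was tested by their place among the 100 cell cycle genes nearest in expression. They lay at percentiles 14 and 8, where the medians of these genes were −0.43 and −0.53. The fall of *Brca1* and *Bard1* in siWdr5 therefore may be part of a general fall of cell cycle genes. *Wdr5* in siBrca1 and siBard1 lay at percentile 3 of the 100 genes nearest in expression in both. The medians of these genes were 0.17 and 0.083, so genes of similar expression did not fall as a group. *Wdr5* was not set against the cell cycle genes, so a part in their fall was not tested for it. The 3′ UTR of *Wdr5* holds 1 seed match of the siBrca1 siRNAs, and that of *Bard1* holds 1 of the siWdr5 and 1 of the siBrca1 siRNAs. For these single genes an effect of the seed cannot be excluded. Across all genes, those with a seed match differed from matched genes without one by −0.0084 in siWdr5 (1934 genes), 0.0077 in siBrca1 (2577) and −0.0015 in siBard1 (2250), so seed matches do not account for the lower genes in general. Only the 2 siRNAs per target listed in Table S1 were used.

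The fall of the Reactome set DNA Repair at day 3 was tested against GC content and transcript length. With that trend removed, the medians were −0.35 in siWdr5, −0.49 in siBrca1 and −0.25 in siBard1, still below 10000 random sets of similarly expressed genes. Before, they were −0.38, −0.50 and −0.23, so the removal hardly moved them and says little on GC content and length. Fewer dividing cells were tested with the 101 genes outside Cell Cycle, whose medians were −0.32, −0.44 and −0.21 and likewise below the random sets. A repair gene outside that set can still follow the cell cycle, so that the share of dividing cells is not excluded either. A direct effect on repair genes remains a hypothesis.

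Replicate 2 of siBrca1 at day 3 lay farther from the nt control than replicate 1, with an SD of the change across genes of 0.825 against 0.595. It had 1.05 times the reads of replicate 1, so lower depth does not account for this. *Brca1* was lower in it by −0.95 on the log2 scale (274 against 506 reads, exact binomial p = 2.35e-19, which covers counting error only). The larger change may follow the stronger knockdown, as a hypothesis from 2 libraries.

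The similarity of the knockdowns at day 3 was tested against the shared control libraries. With separate control libraries r was 0.643 for siWdr5 and siBrca1, 0.593 for siWdr5 and siBard1 and 0.673 for siBrca1 and siBard1, so noise of a single control library does not account for it. What both nt control libraries of day 3 share was not removed: on the second principal component they lay at −45.9 and −42.0, and the day 3 knockdown libraries between −12.9 and 43.3. A common difference of the control libraries therefore cannot be excluded.

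Ribosomal RNA genes were among the largest falls at day 3. The 3 such genes held between 0.00131% and 0.343% of a library's reads. Between replicates, nuclear *CT010467.1* and mitochondrial *mt-Rnr1* moved together over the 8 groups (r = 0.972, exact permutation p = 0.000496, adjusted p = 0.000661 over 4 relations, rho = 0.929 with p = 0.00223, r = 0.945 without the 2 groups farthest from the median). The 7 mitochondrial messenger RNAs had medians of 0.074 in siWdr5, 0.17 in siBrca1 and 0.30 in siBard1, and after quantile normalization −0.27, −0.24 and 0.21, so they did not fall to a similar extent. The falls may therefore reflect how far ribosomal RNA was removed from each library. At day 3 both nt control libraries (0.343% and 0.155%) held more of these reads than any knockdown library, so removal and group cannot be told apart. Apart from a general fall of mitochondrial transcripts, no biological explanation was tested.

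Among sets that belong to no claim, Smooth Muscle Contraction scored 2.44 in siWdr5 (adjusted p = 3.90e-07), 2.51 in siBrca1 (adjusted p = 3.48e-08) and 2.49 in siBard1 (adjusted p = 1.17e-07) at day 3. Translation scored −2.24 (adjusted p = 1.65e-09), −1.30 (adjusted p = 0.0695, range over the alternatives 3.83e-09 to 0.0751, passing under 3 of 5) and −1.88 (adjusted p = 5.66e-05). Interferon alpha/beta signaling did not pass at day 3, except in siWdr5 with a mean log2 CPM of at least 2 (1.65, adjusted p = 0.0345, range 0.0345 to 0.229). At day 6, Extracellular matrix organization scored 2.80 (adjusted p = 2.02e-22), 2.26 (adjusted p = 5.39e-11) and 2.35 (adjusted p = 7.70e-12), and DNA Repair −1.20 (adjusted p = 0.163), −0.95 (adjusted p = 0.692) and 0.86 (adjusted p = 0.874, with the score turning to −0.64 after quantile normalization). In siWdr5 DNA Repair passed under each of 5 alternatives (adjusted p from 0.00169 to 0.0376, and 0.0142 with the replicate block), so its fall at day 6 is not settled by the first value. At day 3, *Nanog* was at −1.58 (adjusted p = 0.0510, range 0.0232 to 0.145), −1.04 (adjusted p = 0.165) and −0.85 (adjusted p = 0.352). *Nanog* in siWdr5 passed with 4 libraries, all 16 libraries, the replicate block and limma-voom. *Esrrb* was at 0.0093 (adjusted p = 0.993), −0.59 (adjusted p = 0.507) and −0.49 (adjusted p = 0.671). Across genes, the day 3 change had a slope of −0.040 in siWdr5, 0.082 in siBrca1 and 0.020 in siBard1 on the change of the nt control from day 3 to day 6.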
